# Differential Methylation of H3K79 Reveals DOT1L Target Genes and Function in the Cerebellum In Vivo

**DOI:** 10.1007/s12035-018-1377-1

**Published:** 2018-10-10

**Authors:** Patrick Piero Bovio, Henriette Franz, Stefanie Heidrich, Tudor Rauleac, Fabian Kilpert, Thomas Manke, Tanja Vogel

**Keywords:** Atoh1, Purkinje cell, Ataxia, Epigenetics

## Abstract

The disruptor of telomeric silencing 1-like (DOT1L) mediates methylation of histone H3 at position lysine 79 (H3K79). Conditional knockout of *Dot1l* in mouse cerebellar granule cells (*Dot1l*-cKO^*Atoh1*^) led to a smaller external granular layer with fewer precursors of granule neurons. *Dot1l*-cKO^*Atoh1*^ mice had impaired proliferation and differentiation of granular progenitors, which resulted in a smaller cerebellum. Mutant mice showed mild ataxia in motor behavior tests. In contrast, Purkinje cell-specific conditional knockout mice showed no obvious phenotype. Genome-wide transcription analysis of *Dot1l*-cKO^*Atoh1*^ cerebella using microarrays revealed changes in genes that function in cell cycle, cell migration, axon guidance, and metabolism. To identify direct DOT1L target genes, we used genome-wide profiling of H3K79me2 and transcriptional analysis. Analysis of differentially methylated regions (DR) and differentially expressed genes (DE) revealed in total 12 putative DOT1L target genes in *Dot1l*-cKO^*Atoh1*^ affecting signaling (*Tnfaip8l3, B3galt5*), transcription (*Otx1*), cell migration and axon guidance (*Sema4a*, *Sema5a*, *Robo1*), cholesterol and lipid metabolism (*Lss*, *Cyp51*), cell cycle (*Cdkn1a*), calcium-dependent cell-adhesion or exocytosis (*Pcdh17*, *Cadps2*), and unknown function (*Fam174b*). Dysregulated expression of these target genes might be implicated in the ataxia phenotype observed in *Dot1l*-cKO^*Atoh1*^.

**Electronic supplementary material:**

The online version of this article (10.1007/s12035-018-1377-1) contains supplementary material, which is available to authorized users.

## Introduction

The cerebellum coordinates mainly sensorimotor functions. Moreover, its proper function is affected in various neurological diseases, including ataxia [1], autism [2], schizophrenia [3], or Angelman syndrome [4]. But the cerebellar network has various additional roles, and recent observations report on cerebellar functions in cognition and emotion [5]. One possible cause for cerebellar dysfunction is disturbance of its development and alterations in proliferation, migration, neuronal differentiation, and/or synaptic function.

The cerebellum develops from two different germinal zones. The neuroepithelium lining the fourth ventricle gives rise to the Purkinje cells (PC). These neurons have inhibitory properties and are the main efferent projection neurons of the cerebellum. A second germinal zone is the external granular layer (EGL), in which the cerebellar granule cell precursors (CGNP) reside. The CGNP of the EGL gives rise to the cerebellar granule neurons (CGN), which migrate from the outer ridge inside, crossing the molecular and PC layer. Neuronal differentiation is occurring during migration, and mature neurons finally settle within the internal granular layer (GL) of the developing cerebellum [6]. CGN are one of the most abundant fractions of neurons within the central nervous system [7] and receive afferent inputs from mossy fibers of diverse anatomical locations.

Epigenetic modifications of DNA or histones control transcription in a variety of cellular contexts, also during formation of the brain. DNA methylation and histone acetylation are the most intensive studied epigenetic modifications in brain development [8, 9]. Recent studies report on the emerging role of histone methylations [10]. However, little is known about the implication of histone modifications specific for the development and function of the cerebellum. It has been reported that DNA methylation and hydroxymethylation [11] as well as chromatin remodeling [12] are important for granule cell function and development. But ChIP-seq data are lacking for histone methylation or acetylation as yet.

We recently reported on the role of MLLT3/AF9 and DOT1L in cell specification in the cerebral cortex [13, 14]. MLLT3/AF9 binds acetylated histones and interacts with DOT1L, which is mediating histone H3 mono-, di-, and trimethylation at position 79 (H3K79me1, H3K79me2, H3K79me3) [15]. H3K79 methylation is mainly considered transcriptional activating when highly abundant [16], although association with transcriptionally repressed loci has also been observed [13, 17]. Human patients presenting with complex neurological symptoms, including ataxia, revealed genomic deletions that included the MLLT3/AF9 locus [18]. We therefore hypothesized that DOT1L and H3K79 methylation might be of relevance for the development and/or function of the cerebellum.

We here report on histological and behavioral characterization of DOT1L-deficient mice. DOT1L deficiency in granule cells, but not in PCs, led to an ataxia phenotype and a smaller sized cerebellum in mice. We studied cell proliferation and differentiation in in vitro cultured CGNP and CGN under pharmacological inhibition of DOT1L activity. These analyses revealed that DOT1L activity is needed for proper cell proliferation of CGNP. Microarray analysis of transcriptional alterations and H3K79me2 ChIP-seq identified differentially expressed genes (DE) as well as differentially methylated regions (DR) in either CGNP or CGN after pharmacological interference with DOT1L activity. The data analysis revealed that impaired DOT1L activity affected a variety of important developmental and homeostatic processes in the cerebellum. Derailed expression of DOT1L target genes was confirmed in vivo in *Dot1l*-cKO mice. In summary, this study reports on DOT1L target genes in the cerebellum that might account for the ataxia phenotype in mice with DOT1L-deficient granular cells in the cerebellum.

## Material and Methods

### Mice

Experiments were performed following the European Communities Council Directive and were approved by animal welfare committees of the University of Freiburg as well as local authorities (X-17/03S and G12/03). CGN and CGNP cultures derived from NMRI P7 mice. E18.5, P0, P3, or week (W) 9 conditional KO mice with C57BL6/J background harbored floxed *Dot1l* at exon 2 leading to frame shift resulting in a non-functional gene product. The *Dot1l* mouse line was obtained from the Knockout Mouse Project (KOMP). cKO mice are as follows: *Dot1l*^flox/flox^, *Atoh1*^cre/+^ or *Dot1l*^flox/flox^, *Pcp2*^cre/+^. Control mice are as follows: *Dot1l*^flox/flox^ or ^flox/+^, *Atoh1*^+/+^ or *Dot1l*^flox/flox^ or ^flox/+^, *Pcp2*^+/+^. *Pcp2*^cre/+^ and *Atoh1*^cre/+^ mouse lines are described elsewhere [19, 20].

### Real-time Cell Analysis and Inhibitor Treatment for DOT1L

Real-time cell analysis (RTCA) was performed with xCELLigence (ACEA Bioscience, SD, USA) as described in [14]. 2 × 10^5^ cells were used per well. The “normalized cell index” compares the change of impedance due to cellular coverage on a 16-well E-plate (Roche, Swiss) to a medium-only control. For inhibitor treatment, 5 μM SGC0946 (Sigma-Aldrich, MO, USA) or EPZ5676 (Absource Diagnostics, Germany), solved in dimethyl sulfoxide (DMSO, Sigma-Aldrich, MO, USA), was applied to CGNP 20 h after plating, for a duration of 4 h or 24 h. To CGN, the inhibitor was applied 4 h after plating, for the duration of 44 h. During RTCA, SGC0946 was replenished every 48 h with half a media change.

### Primary CGNP and CGN Culture, Immunocytochemistry, and Cell Counting

CGNP and CGN cultures were kept as described [21]. Immunocytochemistry (ICC) was performed as described [22–24]. For ICC immunostainings, CGNP or CGN were plated with a density of 5 × 10^5^ cells/24-well. Antibodies used were aCASP3 (asp175, Cell Signaling, MA, USA), KI67 (ab15580, Abcam, Cambridge, UK), and HuC/D (16A11, Invitrogen, PA, USA). Per biological replicate and condition, 10 to 15 fields (× 200 magnification) were counted for the respective antibody and DAPI using the software FiJi (FiJi is ImageJ) [25], including the nucleus counter macro for particle analysis in CookBook (http://imagej.net/Cookbook) [26]. The experimenter was blind for the treatment condition during quantification of images.

### Quantitative Real-time PCR and Immunoblot

qRTPCR and immunoblots were performed as described [24]. Immunoblots were quantified with FiJi [25]. Statistics are as follows: qRTPCR—mean log_2_FC ± *SEM* with two-sided *t* test and equal variance, *p ≤ 0.05, **p ≤ 0.005, ***p ≤ 0.0005; WB—one-sample *t* test and equal variance, *p ≤ 0.05, **p ≤ 0.005, ***p ≤ 0.0005.

### Immunohistochemistry (IHC) and Quantification

For E18.5, P0, P3, and P7 animals, cerebelli were fixed overnight in 4% PFA directly after dissection. Adult animals were perfused with 4% PFA followed by overnight fixation of the tissue at 4 °C, PBS washes, overnight incubation in 30% sucrose/PBS at 4 °C, and embedding in Tissuetec (Leica, Richmond, IL, USA) before cryosectioning into 40-μm sagittal sections. Six serial sections per cerebellum were transferred into cryoprotection solution (0.1 M sodium phosphate buffer pH 7.2, *w*/*v* 30% sucrose, *v*/*v* 1% PVP-40, 30% ethylene glycol) and stored at − 20 °C. For IHC, sections were washed in PBS and thrice in TBS (pH 9) for 5, 10, and 15 min before antigen retrieval at 90 °C for 20 min. Washing was performed thrice in 0.1% Triton-X/PBS for 5, 10, and 15 min before blocking in 5% BSA/5% NDS/0.1% Triton-X/PBS for 4 h. Sections were incubated in blocking solution containing 0.1% sodium azide and primary antibody of desired dilution for 48 to 72 h at 4 °C, subsequently washed thrice in 0.1% Triton-X/PBS as above, incubated with secondary antibody (1:500 Alexa 488/568/594, donkey, Dianova, Hamburg, Germany) for 3 h, washed as above, and DAPI staining was performed for 10 min. Washed sections were mounted on gelatine/chromalaun-coated glass slides with fluorescent mounting medium (#S3023, DAKO, Jena, Germany). Antibodies used were NEUN (MAB377, Millipore, Darmstadt, Germany), CALB2 (ab92341, Abcam), KI67 (ab15580, Abcam), BrdU (ab1893, Abcam), PAX6 (PRB-278P, Covance, TX, USA), CALB1-D-28K (c9848, Sigma-Aldrich), and MEIS1 (ab19867, Abcam).

For counting cells per millimeter length of EGL, a ROI of 1000 ± 200 μm alongside the VIa lobe of at least three midsagittal sections per biological replicate with a minimum distance between sections of 240 μm was quantified and normalized to 1000 μm length of EGL [17]. For counting cells per 0.1 mm^2^ of GL, a ROI of 0.1 ± 0.05 mm^2^ was used in the area next to the quantified length of EGL [7]. The experimenter was double blind for the genotype during quantification of images.

### Behavioral Tests on Balance Beam

Experimenter was blinded to genotypes. On the first day, 9- to 10-week (W) old male mice were trained to traverse a squared beam of 2 cm diameter by placing the animal 90° to the beam in the middle of it (Fig. S2D). The animal had time to traverse the beam for max. 2 min. On the second day, the mice were placed on three different beams for 2 min each with increasing challenge from squared beams with decreasing diameters of 1.5 cm and 0.5 cm, to a round beam with a diameter of 0.5 cm. In between the challenges, the mice rested for 1 h and each session was video recorded. Segments crossed and number of hind leg slipping were quantified. Outlier were defined if they deviated ≥ 2.5 × from the ± *SEM* and removed from the dataset before statistical analysis. We defined the null hypothesis (H0) that mutant mice motor performance was equal to (=) ctrl mice motor performance and the hypothesis 1 (H1) that mutant mice motor performance is worse than (<) ctrl mice motor performance. Accordingly, a one-sided *t* test, unpaired, with equal variance was used for statistical analysis. Significant levels were indicated by *p ≤ 0.05, **p ≤ 0.005, and ***p ≤ 0.0005.

### ChIP

ChIP procedure was performed with two biological replicates as described [21]. Antibodies used for ChIP were H3K79me2 (ab3594, Abcam) and IgG (C15410206, Diagenode, Seraing, Belgium).

### Bioinformatic Analysis

Affymetrix microarrays (Mouse Gene ST 2.0 arrays) were used. Datasets are available at gene expression omnibus (GEO) under the following accession number: GSE101945. For microarray data analysis, Partek Genomics Suite software was used (Partek Inc., MO, USA). After interrogating probes, pre-background adjustment for GC content and probe sequence, and RMA background correction, the array data were normalized using quantile normalization and probe set summarization using Median Polish. Probe values were log_2_ transformed. The median or the Tukey biweight method was used to calculate the gene summary for each transcript cluster ID. Differentially expressed genes between the groups were determined by one-way ANOVA. Using Fisher’s least significant difference (LSD), contrasts between the groups were performed. Significance level (*p*-value) was corrected for false discovery rate (FDR) to a step-up *p*-value.

For ChIP-seq analysis, quality control was performed with FastQC, control for CG bias with computeCGBias, and for ChIP to input efficiency with bamCorrelate and bamFingerprint as part of deepTools2 [27, 28]. UCSC-main RefSeq GRCm38/mm10 was used as reference genome for Bowtie2 mapping and plotting [29]. Bowtie2 [27, 30] was used for mapping and duplicates were removed by MarkDuplicates (http://broadinstitute.github.io/picard/) by default settings. Further information about mapping quality calculated with flagStat and Bowtie2 as well as FastQC can be found as MultiQC in addition to information about size distribution in metricChIPseq on our GitHub repository (https://github.com/pbovio/CGNP-CGN-SES-H3K79me2-Bovio). Data was normalized using signal extraction scaling (SES) [31, 32] before calculating the log_2_(ratio of the number of reads) of ChIP to input by bamCompare using a bin size of 25 bp and a pseudocount of 1. For plotting, computeMatrix and plotHeatmap including k-mean clustering of deepTools2 tool shed was used. The ChIP-seq tools were used on the Galaxy Platform (https://galaxy.uni-freiburg.de/) [22]. Data is available at GEO: GSE101947.

For both biological replicates of ChIP datasets, DiffBind v2.2 [33] was used to define differentially methylated regions from MACS2 v2.1 [34, 35] broad peak calls. Threshold *q*-value of 0.1 was used for MACS2 broad peak and DiffBind. HOMER v4.9 [36] was used for GO term analysis. Enrichment was calculated assuming the cumulative hypergeometric distribution which is corresponding to Fisher’s exact test.

To compare DE genes and DR regions, IPython Jupyter notebook under Python3 with matplotlib, NumPy, SciPy, PyLab, and pandas packages as well as Galaxy was applied. Plotting of heatmaps and Venn diagram Python3 was used. Statistical power calculations and screening for minimal effect size were done with R. For detailed Galaxy history and IPython Jupyter notebook, see GitHub (https://github.com/pbovio/CGNP-CGN-SES-H3K79me2-Bovio).

## Results

### *Dot1l*-cKO^*Atoh1*^ Impairs Granule Cell Development and Function In Vivo

To study the impact of DOT1L on the function of the cerebellum in vivo, we conditionally deleted DOT1L in granule cells and PC, respectively. Granule cell progenitors arise in the EGL, migrate to the inner GL, and differentiate to granular neurons. *Atoh1*-cre–expressing mice were used to disrupt *Dot1l* in granule cell precursors (*Dot1l*-cKO^*Atoh1*^). The successful conditional knockout was verified using qRTPCR (Fig. S1A). Immunostaining analysis with antibodies against H3K79me1, H3K79me2, and H3K79me3 suggested less intense fluorescent signal in the EGL for H3K79me1 and H3K79me2 (Fig. S1B). Nissl staining of *Dot1l*-cKO^*Atoh1*^ cerebella revealed a thinner EGL and a slightly disorganized GL (Fig. 1a). BrdU-pulse labelling for 2 h revealed a reduced number of S-phase cells in the EGL of *Dot1l*-cKO^*Atoh1*^ compared to wild-type controls (Fig. 1b, d). We also observed fewer KI67-positive dividing cells as well as PAX6-expressing cells in *Dot1l*-cKO^*Atoh1*^ (Fig. 1b–d). These findings indicated that the EGL of *Dot1l*-cKO^*Atoh1*^ contained less dividing progenitors than controls. Along this line, DOT1L deficiency resulted in fewer differentiated NeuN-expressing neurons compared to wild-type animals in the GL (Fig. 1c, d). NSD2 may also function as histone H3K79 methyltransferase in the cerebellum [37]. However, *Nsd2* transcription did not change upon *Dot1l*-cKO^*Atoh1*^ (Fig. S1C). We observed only few apoptotic activated CASPASE3 (aCASP3)-expressing cells in both mutant and control animals at E18.5, P0, and P3, which excluded cell death as a major cause of the cell loss in the EGL of *Dot1l*-cKO^*Atoh1*^ (Fig. S1D, E).

**Fig. 1:**
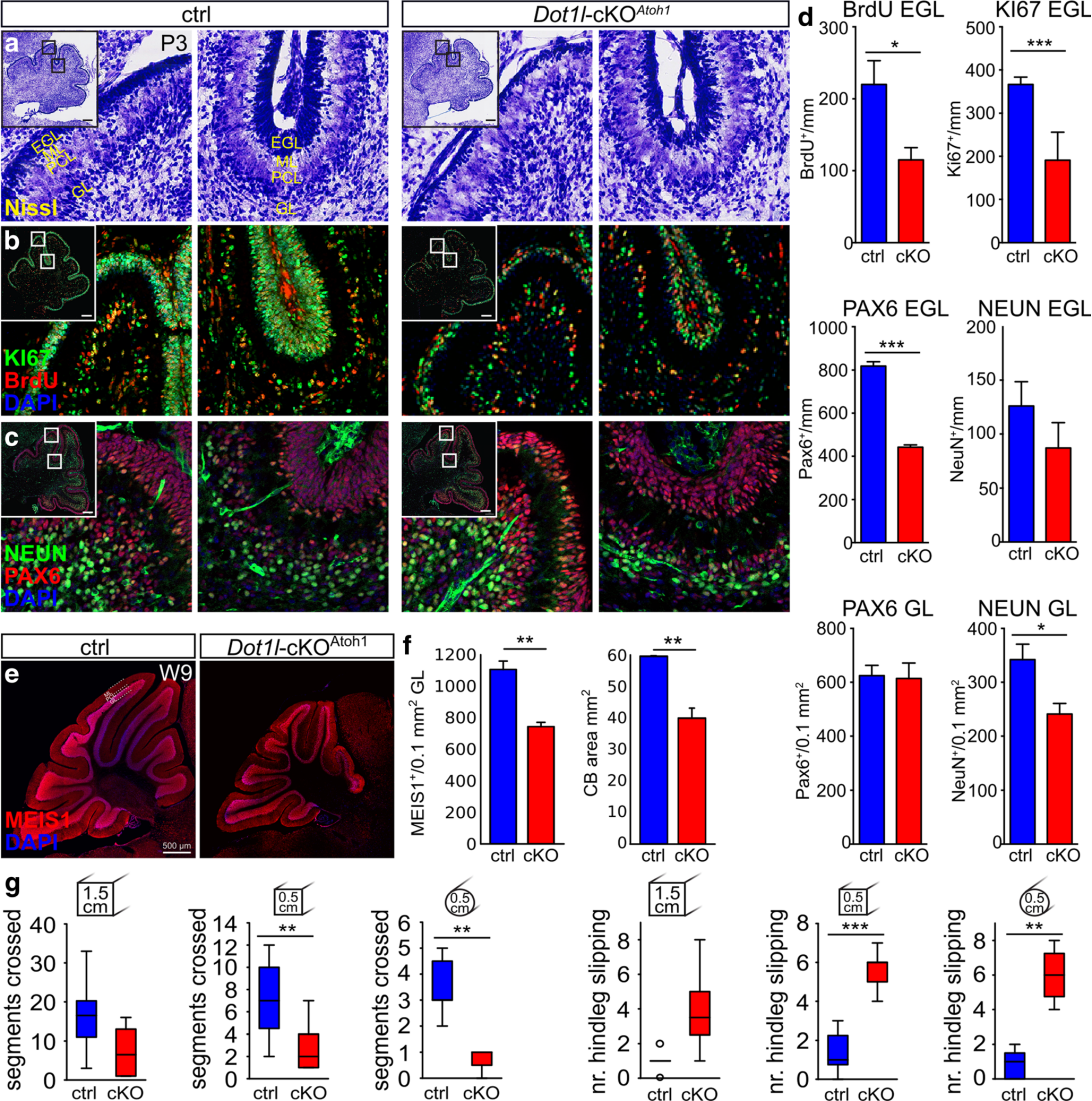
Loss of DOT1L function in vivo in cerebellar granule precursors results in reduced proliferation, fewer differentiated CGN, and impaired motor behavior. **a** Nissl staining of P3 cerebellar sections of control (*Dot1l*^f/f^, *Atoh1*^+/+^) and *Dot1l*-cKO^Atoh1^ reveals a smaller EGL and GL. **b** Immunostaining of P3 cerebellar sections for BrdU and KI67 after a 2 h BrdU pulse, indicating fewer proliferating cells in *Dot1l*-cKO^*Atoh1*^. **c** Immunostaining of P3 cerebellar sections for PAX6 and NeuN, indicating fewer progenitors and reduced number of neurons in *Dot1l*-cKO^*Atoh1*^. Scale bars 200 μm. **d** Quantification of BrdU-, KI67-, PAX6-, and NeuN-positive cells in EGL (per mm length of EGL) and GL (per 0.1 mm^2^ area of GL), respectively. Control (*Dot1l*^f/f^, *Atoh1*^+/+^ and *Dot1l*^f/+^, *Atoh1*^+/+^) *n* = 4 and *Dot1l*-cKO^Atoh1^ (cKO) *n* = 3 as mean ± SEM, two-sided *t* test with unequal variance. **e** Immunostaining of cerebellar sections of 9-week-old mice (W9) for MEIS1 indicates less neurons and a smaller cerebellum upon *Dot1l*-cKO^*Atoh1*^. Scale bar 500 μm. **f** Quantification of MEIS1-positive cells in GL (per 0.1 mm^2^ area of GL) and quantification of the cerebellum in square millimeters. Control (Dot1l^f/f^, Atoh1^+/+^ and Dot1l^f/+^, Atoh1^+/+^) *n* = 3 and *Dot1l*-cKO^Atoh1^ (cKO) *n* = 3 as mean ±SEM, two-sided *t* test with unequal variance. **g** Balance beam motor test with increasing challenge: square 1.5 cm (left), 0.5 cm (middle), and round 0.5 cm (right). Given are the number of segments crossed by the animal (left three panels) and the number of hind leg slipping (right three panels). Nine- to 10-week-old control (*Dot1l*^f/f^, *Atoh1*^+/+^) *n* = 7 and *Dot1l*-cKO^*Atoh1*^*n* = 4 male mice. Data are represented in median whisker-box plots. H0: mutant = ctrl performance, H1: mutant < ctrl performance. One-sided *t* test, unpaired with equal variance. *p ≤ 0.05, **p ≤ 0.005, ***p ≤ 0.0005

Adult 9-week-old *Dot1l*-cKO^*Atoh1*^ mice revealed a smaller cerebellum with less MEIS1-positive granular neurons (Fig. 1e, f). In a motor behavior test on a balance beam, DOT1L-deficient mice performed significantly worse than wild-type controls (Fig. 1g). CALB1 immunostainings did not reveal changed numbers or gross morphological alterations of PCs (Fig. S1F).

Using *Pcp2*-cre, we disrupted *Dot1l* in PC (*Dot1l*-cKO^*Pcp2*^). H3K79me1, H3K79me2, and H3K79me3 were still detectable in CALB1-positive cells (Fig. S2A). Morphological and immunohistological analyses of knockout mice compared to those of wild-type mice did not reveal an obvious phenotype (Fig. S2B). In addition, performance of mutant animals in a motor behavior test on a balance beam was comparable to wild-type animals (Fig. S2C), indicating that DOT1L activity might be dispensable for proper function of mature PC. Together this in vivo data delineated that DOT1L function in developing and mature granule cells prevented ataxic behavior.

### In Vivo Targets of DOT1L Affect Cell Migration, Stress Response, Cholesterol Metabolism, and Cell Cycle

We next aimed to unravel hitherto unknown target genes of DOT1L in cerebellar granular cells in vivo. We used microarrays to determine the transcriptional changes in *Dot1l*-cKO^*Atoh1*^ compared to wild-type animals. 

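RNA of cerebella taken at P3 was hybridized to Affymetrix Mouse Gene 2.0 ST arrays, 1 array per mouse, from 3 *Dot1l*-cKO mice (*Dot1l* f/f with *Atoh1*-Cre) and from 3 control mice of the same C57BL6/J line without Cre. For 1 of the controls the labels disagree on whether it carried 1 or 2 floxed alleles. The deposited values are log2 signals of 34472 transcript clusters, background corrected and quantile normalized by RMA. A single cluster stood for each of 22180 genes, and the groups were compared with limma, with p adjusted over all genes by the Benjamini-Hochberg method. The *Dot1l* cluster read 9.24, 9.43 and 9.01 in *Dot1l*-cKO and 9.05, 9.13 and 9.05 in control cerebella (log2 change 0.15, standard error 0.13). This cluster covers the whole transcript and cells outside the *Atoh1* lineage contribute to it, so it checks the deletion of part of the gene poorly. The median signal of an array was 4.98 to 5.00 on the log2 scale. In simulated arrays with the spread of these mice, 65 of 67 genes that differed by 1 on the log2 scale passed the test, and 24 of 67 that differed by 0.5. The simulated arrays held many more changed genes than passed in the real ones, and normal noise independent between genes. The shares for the real arrays can therefore be lower.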

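In the cerebella of *Dot1l*-cKO mice *Actc1*, the gene of cardiac α-actin, changed most among the genes past the adjusted test. Its log2 signal was 8.40 ± 0.31 (SD, n = 3 mice) in *Dot1l*-cKO and 4.58 ± 0.09 (SD, n = 3 mice) in control cerebella, 14.2-fold higher (adjusted p = 7.9e-06). *Mymk*, which encodes a membrane protein of myoblast fusion, rose by 1.86 on the log2 scale (standard error 0.22, adjusted p = 0.0204), and *Cyp4f39*, of a cytochrome P450 family that hydroxylates fatty acids, by 1.54 (standard error 0.19). *Carnmt1*, which encodes carnosine N-methyltransferase, fell by 0.85 (standard error 0.10), and *Ptcd2*, which encodes a mitochondrial RNA-binding protein, fell by 1.14 (standard error 0.15, adjusted p = 0.0431). These 5 of 22180 genes passed limma's adjusted p of 0.05. At the cut-off of the paper, an unadjusted p of at most 0.05, stood 1927 genes, 908 higher and 1019 lower in *Dot1l*-cKO, where chance alone gives 1109. Of these, 293 differed by at least 1.5-fold (193 higher, 100 lower). With the median of each array subtracted, the balance at the cut-off was 395 higher and 2451 lower. The signals of both groups did not overlap for 14.0% of all genes, against 10% by chance. The number past the adjusted test was 12 without cKO replicate 1, 2 without control replicate 1 or cKO replicate 2, and 1 without any of the other mice in turn. It was 0 with the ordinary variance of the methods' contrast, which left 1715 genes at the unadjusted cut-off.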

In *Dot1l*-cKO^*Atoh1*^, we found 2236 differentially expressed (DE) genes with a *p*-value ≤ 0.05 (Fig. 2a). As the phenotype of *Dot1l*-cKO^*Atoh1*^ mice suggested that cell proliferation, migration, axon guidance, differentiation, and/or locomotor behavior might be compromised, we subsampled these categories from a GO-term analysis (Fig. 2b). 

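Genes of the cell cycle were lower in *Dot1l*-cKO than in control cerebella. All 29 measured genes of G2/M and mitosis had lower means, with a median log2 change of -0.47, and 25 of 26 genes of G1/S and DNA replication, with a median of -0.43. Among them were *Sgo1*, a protector of centromeric cohesion (log2 change -1.08, standard error 0.19), *Kif23*, a kinesin of cytokinesis (-0.69), *Chek1*, a checkpoint kinase (-0.85, standard error 0.13), and *Cdc6*, a loader of the replicative helicase (-0.75). None passed the test over all genes, while 22 and 16 genes of these lists were lower when adjusted over the list alone. As lists both fell (camera, adjusted p = 4.5e-25 and 7.4e-18), with adjusted p = 0.0894 and 0.123 with an estimated correlation. The paper shows *Sgo1*, *Chek1*, *Cdc6* and some other members of both lists from the same arrays. These members are not independent evidence, and the lists were not tested without them. The list of the SHH pathway and granule progenitors fell as well (18 genes, median -0.15, adjusted p = 6.8e-05, and adjusted p = 0.249 with an estimated correlation). In it, *Atoh1*, the transcription factor that marks the granule lineage, changed by -0.79 (standard error 0.16), *Sfrp1*, a secreted Wnt antagonist, by -1.05 and *Pax6* by -0.57. The labels give *Atoh1* cre/+ for *Dot1l*-cKO and *Atoh1* +/+ for control mice, so the change of *Atoh1* cannot be told apart from an effect of the Cre allele. Of this list 6 genes were lower when adjusted over the list alone and 0 over all genes (7 at the unadjusted cut-off). Genes of early postmitotic granule neurons (18 genes, median 0.03, adjusted p = 0.996, mean and median of opposite sign) and of mature granule neurons (22 genes, median 0.14, adjusted p = 0.122) did not pass.
Markers of several other cell types were higher in the same cerebella. All 9 genes of GABAergic interneurons and unipolar brush cells had higher means (median 0.46, adjusted p = 1.7e-06, and adjusted p = 0.113 with an estimated correlation). *Pax2*, a transcription factor of interneuron precursors, changed by 1.14 (standard error 0.17), *Sst*, the gene of somatostatin, by 1.01 and the glycine transporter gene *Slc6a5* by 0.70. In this list 4 genes were higher when adjusted over the list alone and 0 over all genes (5 at the unadjusted cut-off). Of 13 microglia and macrophage genes 12 had higher means, the fractalkine receptor gene *Cx3cr1* by 0.55 (median 0.36, adjusted p = 3.4e-05, and adjusted p = 0.259 with an estimated correlation), and 3 were higher when adjusted over the list alone. Of 11 genes of the oligodendrocyte lineage 10 had higher means, the myelin gene *Mag* by 0.74 (median 0.24, adjusted p = 0.00157, and adjusted p = 0.306 with an estimated correlation). The 14 genes of pericytes, smooth muscle and meningeal fibroblasts all had higher means (median 0.18, adjusted p = 0.0147, and adjusted p = 0.477 with an estimated correlation), and this call was lost without any of 4 of the 6 mice (adjusted p from 0.0580 to 0.239). Lists of Purkinje cells (median 0.05, adjusted p = 0.515), astroglia and Bergmann glia (0.02, adjusted p = 0.298), endothelium (0.04, adjusted p = 0.509), choroid plexus and ependyma (0.16, adjusted p = 0.122) and midbrain (0.12, adjusted p = 0.200) did not pass. Without cKO replicate 1 the mature granule neuron list passed (0.20, adjusted p = 0.0456), without cKO replicate 2 the choroid plexus list (0.25, adjusted p = 0.0316) and without cKO replicate 3 the endothelium list (0.18, adjusted p = 0.0215). None of the genes of these cell types passed the test over all genes. The p of the lists are adjusted over 23 lists in 3 comparisons.

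**Figure D1:**
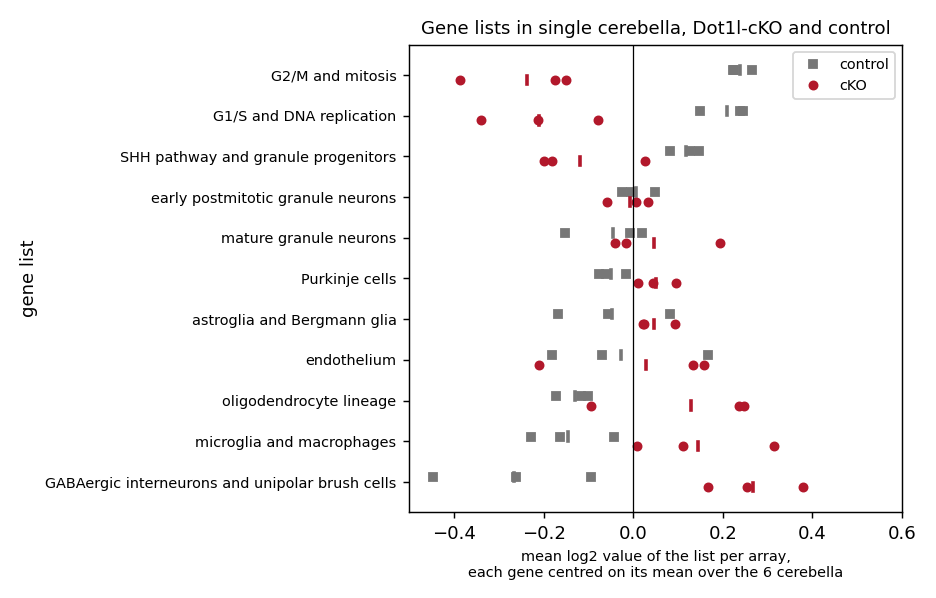
Mean log2 value of 11 gene lists in each of the 6 cerebella, each gene centred on its mean over the 6 cerebella. Squares are control and circles *Dot1l*-cKO mice, short lines the group means; the G2/M list lies at -0.39 to -0.15 in *Dot1l*-cKO and at 0.22 to 0.27 in control cerebella.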

As expected, these analyses revealed DE genes falling in these categories. We selected seven potential target genes with decreased expression levels in *Dot1l*-cKO^*Atoh1*^ and confirmed differential expression in *Dot1l*-cKO^*Atoh1*^ of six of them using qRTPCR on independent samples (Fig. 2c). 

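On the arrays, all 6 candidates that were measured had lower signals in each of the 3 *Dot1l*-cKO cerebella than in any of the 3 controls. *Otx1*, a homeobox transcription factor, had a log2 signal of 4.72 ± 0.12 (SD, n = 3) in *Dot1l*-cKO and of 6.24 ± 0.70 (SD, n = 3) in control cerebella, a change of -1.52. *Arhgap19*, which acts in cell division, changed by -1.10 (standard error 0.20), *Baz1a*, a subunit of chromatin remodelling complexes, by -1.05 (standard error 0.17) and *2610035F20Rik* by -0.96 (standard error 0.22). *Tnfaip8l3*, a carrier of phosphoinositides, changed by -0.92 (standard error 0.16) and *B3galt5*, a galactosyltransferase of glycan synthesis, by -0.80 (standard error 0.22). The 6 genes stood at the unadjusted cut-off, and none passed limma's test adjusted over all genes (adjusted p from 0.0829 for *Baz1a* to 0.386 for *B3galt5*). The candidates were chosen on these arrays, so their direction here is not independent evidence. *Suv39h2* was not analysed here.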

One of the targets, *B3galt5*, showed however slightly increased expression in qRTPCRs. Next, we assessed candidate genes that increased transcriptionally in *Dot1l*-cKO^*Atoh1*^ and affect cell migration or axon growth/guidance. 

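The signals of 5 genes of axon guidance and cell migration were higher in each of the 3 *Dot1l*-cKO cerebella than in any of the 3 controls. *Sema5a*, a transmembrane semaphorin, changed by 0.75 on the log2 scale (standard error 0.19), *Slit1*, a secreted repellent of growing axons, by 0.66 (standard error 0.21) and the semaphorin gene *Sema4a* by 0.64 (standard error 0.19). *Sema6d* changed by 0.38 (standard error 0.12) and *Robo1*, which encodes a receptor of SLIT proteins, by 0.30 (standard error 0.12). All 5 stood at the unadjusted cut-off and none passed the test over all genes (adjusted p from 0.342 to 0.509). They were picked from these arrays, so their direction is not independent evidence. In a list of 56 axon guidance genes fixed beforehand, 38 had higher and 18 lower means in *Dot1l*-cKO (median 0.11), among the higher ones *Plxnb3*, a plexin receptor gene (0.75). As a list the 56 genes rose (camera, adjusted p = 0.017), with adjusted p = 0.484 with an estimated correlation. The list holds the 5 genes above as well, so it is not fully independent of the paper's choice. It was not tested without them. The call of this list was lost without cKO replicate 2 (adjusted p = 0.0935), cKO replicate 3 (0.111) or control replicate 3 (0.139). Adjusted over the list alone 0 genes passed, as over all genes. At the unadjusted cut-off 8 were higher, among them the 5 genes above, and 3 lower.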

We tested *Sema5a*, *Slit1*, *Sema4a*, *Sema6d*, and *Robo1* for differential expression in *Dot1l*-cKO^*Atoh1*^ (Fig. 2d) and corroborated that *Sema5a*, *Sema4a*, and *Robo1* expression significantly increased compared to those in controls. Next, we analyzed genes with functions in ER stress. Two ER stress genes, i.e., *Hmox1* and *Nrf2*, were significantly increased in *Dot1l*-cKO^*Atoh1*^ compared to those in controls (Fig. 2e). *Atf3*, *Atf4*, and *Ddit3*, which transcriptionally increased upon in vitro DOT1L inhibition in cortical cells [14], did not reach significant different levels in qRTPCR of *Dot1l*-cKO^*Atoh1*^ cerebella (Fig. 2e). For the cholesterol biosynthesis pathway, we analyzed 14 genes. *Hmgcr*, *Lss*, *Cyp51*, *Lbr*, and *Tm7sf2* transcriptionally changed significantly upon DOT1L deletion in vivo (Fig. 2f). The analysis of cell cycle genes revealed that only *Cdkn1a* significantly increased in vivo upon DOT1L deletion in qRTPCR validation compared to controls (Fig. 2g). 

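Of 14 measured cell cycle genes that the paper shows in Fig. 2g, 12 were lower and 2 higher in *Dot1l*-cKO at the unadjusted cut-off, with signals that did not overlap between the groups. *Cdkn1a*, the gene of the cell cycle inhibitor p21, changed by 0.54 on the log2 scale (standard error 0.11, adjusted p = 0.218), *Cdkn1b*, the gene of the related inhibitor p27, by -0.56 and the kinase gene *Nek11* by 0.64. A further cluster of *Nek11*, not the brightest, changed by -0.04 in the authors' deposited comparison of the cerebella. *Cdca8*, a subunit of the chromosomal passenger complex, changed by -0.68, *E2f2*, a transcription factor of S phase entry, by -0.66 and *Cdc45*, a subunit of the replicative helicase, by -0.64. Of 16 measured ER stress genes of Fig. 2e none stood at the unadjusted cut-off, and their changes lay between -0.17 and 0.20. *Hmox1*, the gene of heme oxygenase, changed by 0.17 (standard error 0.21), *Nfe2l2*, the gene of NRF2, by -0.05 (standard error 0.13), *Atf3* by 0.20, *Atf4* by -0.05 and *Ddit3* by -0.01. Of 11 measured cholesterol genes of Fig. 2f, *Lbr*, which encodes a sterol reductase of the nuclear envelope (-0.67, standard error 0.12), and *Lss*, the gene of lanosterol synthase (-0.28, standard error 0.12), were lower at the unadjusted cut-off. *Cyp51*, the lanosterol demethylase gene, changed by -0.16 (standard error 0.10) and the sterol reductase gene *Tm7sf2* by 0.18 (standard error 0.16). None of these genes passed limma's test over all genes, and since the paper drew these panels from the same arrays, their counts and directions are not independent evidence.
Of the lists fixed beforehand, 17 genes of cholesterol synthesis (10 lower, 7 higher, median -0.09, adjusted p = 0.112) and 12 other SREBP targets (median -0.05, adjusted p = 0.618) did not pass. In the cholesterol list 1 gene, *Lbr*, was lower when adjusted over the list alone, and without cKO replicate 1 the list fell (median -0.14, adjusted p = 0.0102), as it did with sex as a term (-0.10, adjusted p = 0.0171). Lists of the integrated stress and unfolded protein response (25 genes, median -0.04, adjusted p = 0.776), NRF2 targets (10 genes, -0.05, adjusted p = 0.706) and p53 targets (18 genes, -0.02, adjusted p = 0.975) did not pass either. Among the p53 targets *Cdkn1a* was higher and *Eda2r*, a receptor gene of the TNF family (-0.79), lower when adjusted over the list alone. The list of cholesterol export genes and targets of LXR, the nuclear receptor that drives this export, rose (8 genes, 7 with higher means, median 0.14, adjusted p = 0.0147), with adjusted p = 0.209 with an estimated correlation. *Apoe*, the main lipid carrier of the brain, changed by 0.83 (standard error 0.24) and was the only one of them higher when adjusted over the list alone. This call was lost without cKO replicate 2 (adjusted p = 0.0608) or control replicate 2 (0.0505). From the array genes at its cut-off, their GO terms and qRTPCR of selected genes, the paper concludes which processes changed in granule cells without DOT1L.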

With these results, we concluded that *Dot1l*-cKO^*Atoh1*^ in cerebellar granule cells led to significant transcriptional changes of genes which are involved in processes of cell migration, ER stress, cholesterol, and lipid metabolism, as well as cell cycle.

**Fig. 2:**
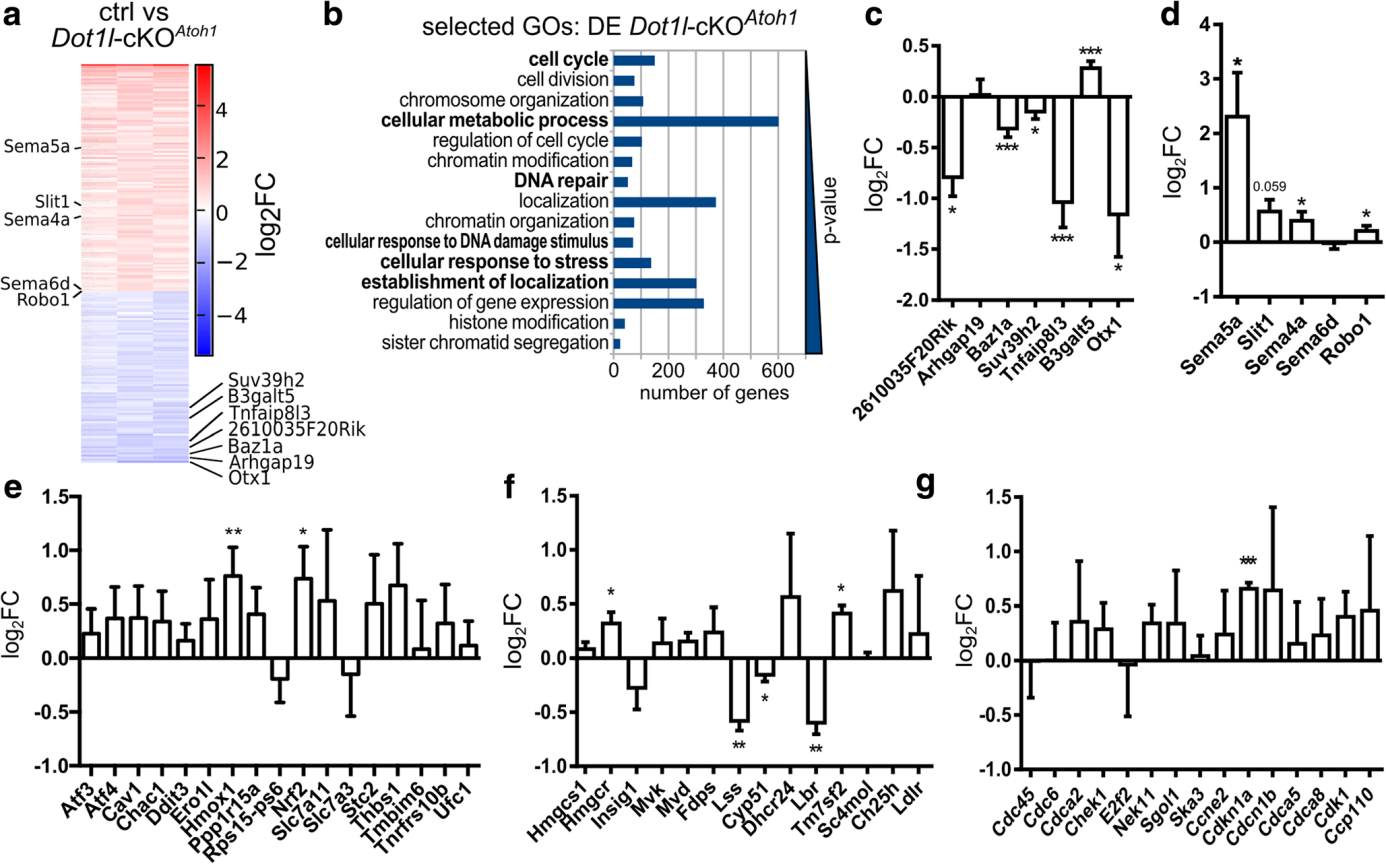
*Dot1l*-cKO^*Atoh1*^ affects expression of genes implicated in axon guidance/cell migration, stress response, cholesterol metabolism, and cell cycle. **a** Heatmap of DE genes as revealed by microarray hybridization (red: increased expression, blue: decreased expression) for *n* = 3 of P3 *Dot1l*-cKO^*Atoh1*^ to control (Dot1l^f/f^, Atoh1^+/+^) mice. FC cut-off ≥ 1.5 and ≤ − 1.5 and *p* ≤ 0.05 displayed as log_2_FC. Selected candidate genes displayed in **c** and **e** are highlighted. **b** Selected enriched GO terms associated with locomo*, migra*, locali*, motil*, cycle*, metabol*, cholest*, lipid*, transport*, stress*, neuro*, cerebell*, projection, axon, and dendri*, within the first 100 most significant terms. Given is the number of genes, ordered from top to bottom according to increasing *p*- values. **c**–**g** qRTPCR validation of DE genes which were revealed by microarrays in **a** displayed in different groups: **c** randomly selected genes from the fraction of top downregulated genes, **d** cell migration, **e** ER stress, **f** lipid and cholesterol metabolism, **g** cell cycle. Given is the log_2_FC ± SEM between P3 *Dot1l*-cKO^*Atoh1*^ and control mice (*n* = 3), two-sided *t* test, with equal variance. *p ≤ 0.05, **p ≤ 0.005, ***p ≤ 0.0005

### DOT1L Promotes Proliferation of CGNP In Vitro

To analyze DOT1L function in cerebellar granule cells in vitro, we cultivated CGNP and CGN under pharmacological inhibition of DOT1L using two different inhibitors, namely, SGC0946 and EPZ5676. CGNP were treated with DOT1L inhibitors for 4 h or 24 h before they started to differentiate. SGC0946 treatment resulted in fewer H3K79me1, H3K79me2, and H3K79me3 after 24 h but not after 4 h of inhibition as detected by immunoblotting (Fig. 3a, b). Treatment with EPZ5676 resulted in less H3K79me1 after 4 h and 24 h. H3K79me2 and H3K79me3 did not change after 4 h of treatment, but H3K79me2 decreased after 24 h.

**Fig. 3:**
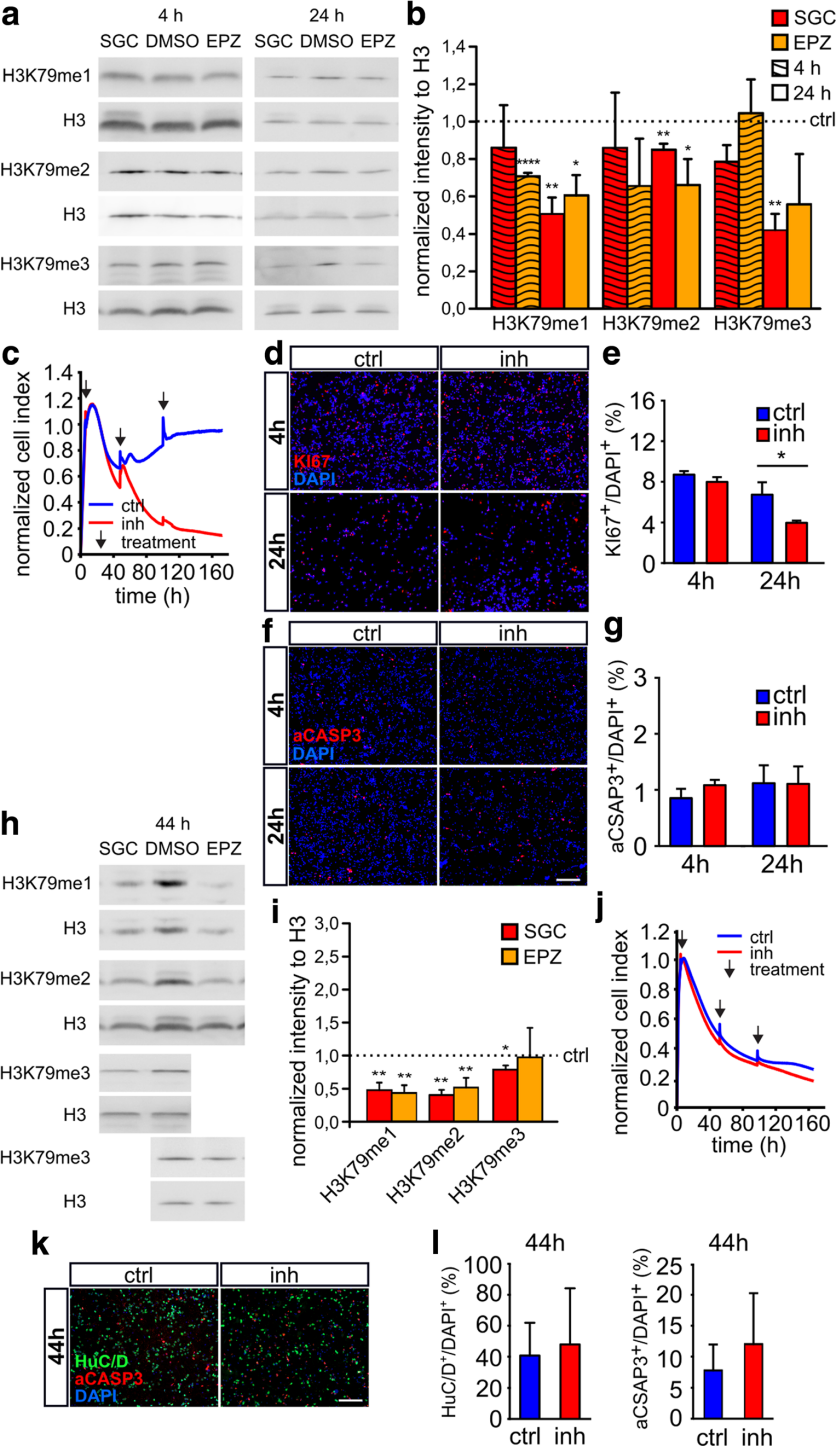
DOT1L activity promotes CGNP proliferation but does not affect CGN survival and differentiation. **a**, **b** Levels of H3K79me1, H3K79me2, and H3K79me3 as shown by immunoblot and densitometric analysis of CGNP after 4 h or 24 h of SGC0946 inhibition (SGC, red bars) or EPZ5676 (EPZ, orange bars) compared to DMSO-treated control (ctrl) represented as dashed horizontal line. *n* = 3, mean ± SEM, two-sided *t* test, equal variance. **c** RTCA shows a reduced normalized cell index upon DOT1L inhibition (red curve, inh) compared to DMSO control (blue, ctrl). One representative experiment out of three is shown. **d**, **e** Immunostainings (ICC) and quantification of KI67-positive CGNP 4 h and 24 h after DOT1L inhibition reveal fewer proliferating cells compared to DMSO-treated controls. Given is the percentage of stained cells per DAPI-positive cells. *n* = 3, mean ± SEM, unpaired two-tailed *t* test with equal variance. **f**, **g** Immunostainings (ICC) and quantification of aCASP3-positive CGNP 4 h and 24 h after DOT1L inhibition or DMSO control. **h**, **i** Immunoblot and densitometric analysis of H3K79me1, H3K79me2, and H3K79me3 after DOT1L inhibition compared to DMSO controls in CGN. Color code as in **b**. *n* = 5, mean ± SEM, two-sided *t* test, equal variance. **j** RTCA of CGN shows no difference between DOT1L inhibition and DMSO treatment. Labelling as in **c**. (**k**, **l**) Immunostainings (ICC) and quantification of HuC/D and aCASP3-positive CGN reveal comparable numbers after DOT1L inhibitor or DMSO treatment. *n* = 5, mean ± SEM, unpaired two-tailed *t* test with equal variance. *p-value ≤ 0.05, ***p value ≤ 0.0005

Real-time cell analyses (RTCA) of CGNP treated with SGC0946 resulted in a declining relative cell index (Fig. 3c). To analyze whether cell death or reduced cell proliferation caused the declining cell index, we stained fixed CGNP cultures with antibodies against KI67 (Fig. 3d) or aCASP3 (Fig. 3f) after 4 h or 24 h inhibitor treatment with SGC0946. Quantification of the immunostainings revealed that inhibition of DOT1L activity did not result in increased aCASP3-mediated apoptosis but significantly interfered with cell proliferation after 24 h but not after 4 h treatment (Fig. 3e, g). EPZ5676 treatment did not result in significant changes of KI67 after 4 h or 24 h compared to the control condition (Fig. S3A, B).

CGN were treated with DOT1L inhibitor for 44 h during their differentiation process. SGC0946- or EPZ5676-treated CGN had reduced levels of H3K79me1 and H3K79me2 (Fig. 3h, i). SGC0846, but not EPZ5676, treatment led also to reduced H3K79me3. However, reduced H3K79 methylation levels in CGN did not alter the cell index in RTCA compared to DMSO-treated cells in RTCA (Fig. 3j). Likewise, immunostainings for aCASP3 and HuC/D as neuronal marker (Fig. 3k) followed by quantification did not reveal alterations between inhibitor-treated and control cells (Fig. 3l).

In summary, CGNP and CGN cultured in vitro had reduced H3K79 methylation upon DOT1L inhibition with SGC0946 compared to controls. Impaired DOT1L activity led to decreased proliferation and differentiation. These processes seemed also disturbed in *Dot1l*-cKO^*Atoh1*^. We therefore considered in vitro inhibition using SGC0946 as suitable to study DOT1L function on a molecular level.

### Inhibition of DOT1L Activity Alters H3K79me2 in CGNP and CGN

We elucidated how DOT1L activity affected H3K79me2 distribution in cultured CGNP and CGN either treated with DMSO or SGC0946. CGNP were treated for 4 h, as a longer treatment impaired cell proliferation and resulted in massive cell loss (Fig. 3c). CGN were treated for 44 h.

First, we compared H3K79me2 occupancy in CGNP to CGN (Fig. 4a) to address developmental dynamics in H3K79me2 distribution. Genome-wide mapping of H3K79me2 did not reveal striking differences of the histone mark in CGNP compared to CGN. Genome-wide mean enrichment of H3K79me2 was highest shortly downstream of the transcriptional start site (TSS) and reduced gradually towards the transcriptional end site (TES). Comparison of the patterns between CGN and CGNP revealed that the regions 5′ to the TSS seemingly increased during development.

**Fig. 4:**
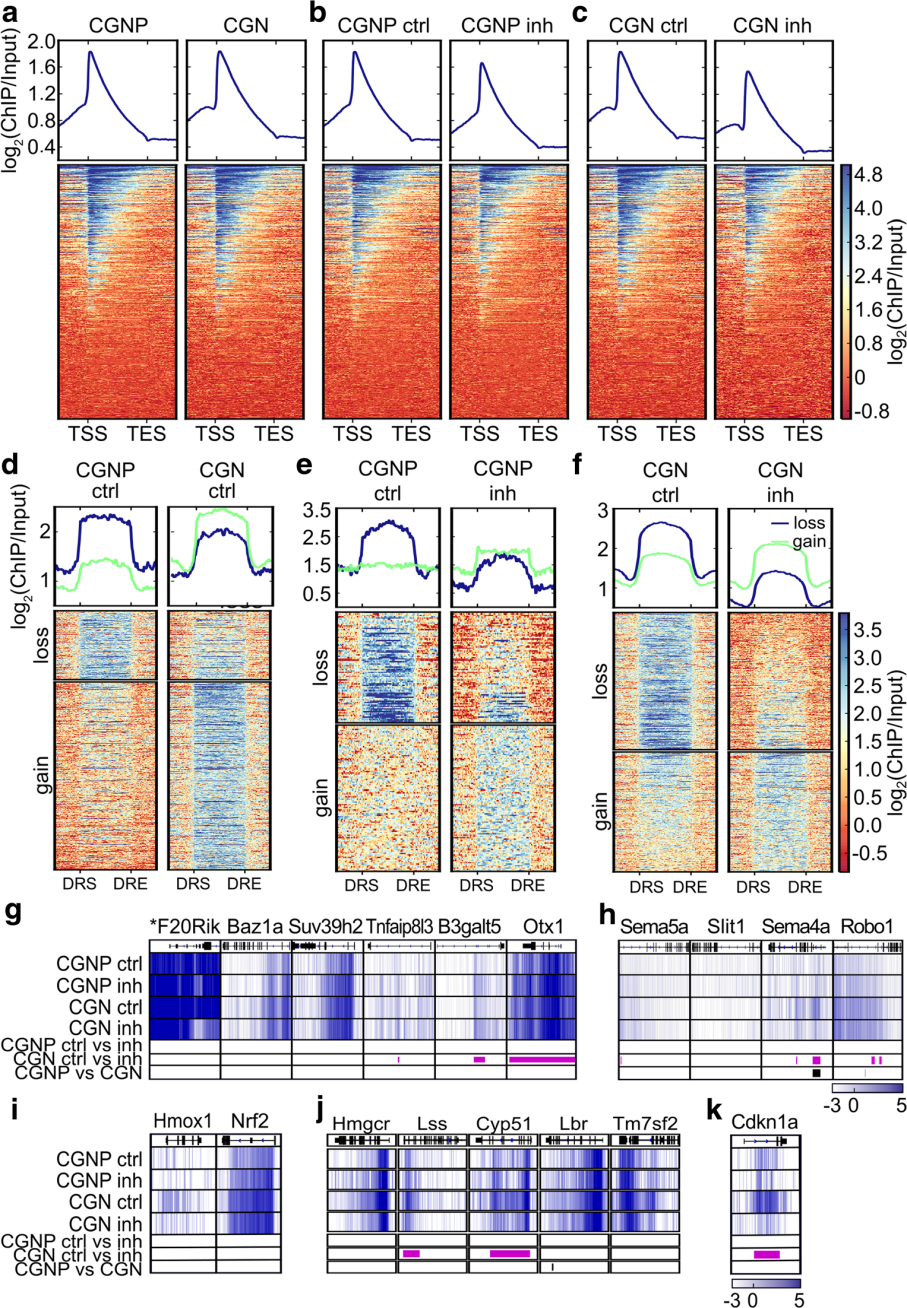
Differential gene expression and H3K79me2 profiles of CGNP and CGN upon DOT1L inhibition and during differentiation. **a**–**c** Genome-wide mean enrichment (top panels) and heatmaps (lower panels) of H3K79me2 in **a** CGNP and CGN during differentiation (DMSO treated) and **b** CGNP and **c** CGN treated with DMSO (ctrl) or SGC0946 (inh) for 4 h (CGNP) or 44 h (CGN) displayed in SES normalized log_2_(ChIP/Input) in a range of 2 kb up- and downstream of the TSS and TES; range from TSS to TES scaled to 4 kb. One representative experiment out of two is shown. **d**–**f** Genome-wide mean enrichment (top panels) and heatmaps (lower panels) of differentially methylated regions (DR) displayed from DRstart (DRS) to DRend (DRE) for *n* = 2, cut-off *q* ≤ 0.1, during differentiation from CGNP to **d** CGN, **e** CGNP, and **f** CGN for DMSO controls and DOT1L inhibition. One representative experiment is displayed in SES normalized log_2_ratio (ChIP/Input), 2 kb up- and downstream of TSS and TES mapped to mm10; TSS to TES scaled to 4 kb. Heatmaps are calculated in two k-mean clusters with reduced (loss) and increased (gain) H3K79me2. **g**–**k** H3K79me2 DR upon DOT1L inhibition of significant DE genes upon *Dot1l*-cKO^*Atoh1*^ displayed as SES normalized log_2_ratio (ChIP/Input). Given are from top to bottom the names of the gene, genomic organization, and DR pattern (white: low methylation, dark blue: high methylation) of DMSO-treated (ctrl) and DOT1L inhibitor–treated (inh) CGNP and CGN, respectively. Significant DR of ctrl- vs. inh-treated samples or during differentiation are indicated as purple or black bars, respectively

Next, we compared H3K79me2 distribution in CGNP or CGN controls with DOT1L-inhibited cells (Fig. 4b, c). DOT1L inhibition in CGNP or CGN affected all regions equally, because the genome-wide mean of H3K79me2 mark appeared generally lower compared to DMSO-treated controls. The shape of the profile did not change.

To analyze at which loci H3K79me2 levels changed between CGNP and CGN during differentiation, we determined differentially methylated regions (DR) (Fig. 4d). In total, we identified 1206 DR regions, of which 323 lost and 883 gained H3K79me2 during differentiation from progenitors to neurons. Thus, H3K79me2 mainly accumulated during maturation of granular neurons.

Acute inhibition of DOT1L in CGNP revealed 195 DR. We hypothesize that the low number of DR resulted from the short-term inhibition (4 h) in CGNP (Fig. 4e), because the longer 44 h treatment of CGNs with DOT1L inhibitor resulted in 8735 DR compared to controls (Fig. 4f). DOT1L inhibition in CGNP led to decreased H3K79me2 enrichment at 84 regions and, surprisingly, to an increased enrichment at 111 regions as compared to the DMSO treatment. In CGN, we observed increasing H3K79me2 levels at 4075 loci and decreased H3K79me2 at 4660 loci upon DOT1L inhibition. DOT1L inhibition resulted in a remarkable decrease of H3K79me2 (Fig. 4e, f), whereas the increase was comparably moderate. Increasing levels of H3K79me2 might indicate incomplete inhibition. Alternatively, increased levels might hint to other H3K79me2 activities than DOT1L, which might be less efficient or acting with slower kinetics. However, the expression levels of *Nsd2* as alternative H3K79me2 methyltransferase did not change upon DOT1L inhibition (Fig. S1C).

GO-term analysis revealed that DR genes between CGNP and CGN and upon DOT1L inhibition were significantly enriched for nervous system development and differentiation, which suggested that H3K79me2 affected gene expression implicated in cerebellar development (Fig. S4A-C).

As shown in Fig. 2c–g, *Dot1l*-cKO^*Atoh1*^ led to verified, significant transcriptional change of 18 genes affecting cell migration, ER stress, cholesterol metabolism, and cell cycle. To elucidate whether expression changes of these genes correlated with altered levels of H3K79me2 in vitro, we compared H3K79me2 distribution after DOT1L inhibition either in (1) CGNP or in (2) CGN and (3) during development from CGNP to CGN without DOT1L inhibition.

We did not observe any changes after short-term inhibition in CGNP for any of the 18 target genes. For nine genes, i.e., *Tnfaip8l3*, *B3galt5*, *Otx1*, *Sema5a*, *Sema4a*, *Robo1*, *Lss*, *Cyp51*, and *Cdkn1a*, H3K79me2 levels changed upon DOT1L inhibition in cultured CGN, indicating a direct DOT1L effect (Fig. 4g–k). For two of these genes, i.e., *Sema4a* and *Lbr*, H3K79me2 levels increased during CGNP-CGN differentiation (Fig. 4h, j), indicating a developmental accumulation of H3K79me2. Taken together, we identified nine putative direct DOT1L target genes in CGN, which are implicated in signaling (*Tnfaip8l3*, *B3galt5*), in transcriptional regulation (*Otx1*), in cell migration (*Sema5a*, *Sema4a*, *Robo1*), in cholesterol metabolism (*Lss, Cyp51*), and in cell cycle (*Cdkn1a*) (summarized in supplementary in Table S1).

### Inhibition of DOT1L Activity Alters the Transcriptome in CGNP and CGN

We further characterized DOT1L function in in vitro cultured CGNP and CGN using microarrays to analyze the transcriptomes of CGNP and CGN during differentiation and after DOT1L inhibitor treatment. 

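CGNP and CGN were cultured from cerebella of NMRI mice, P7 by the paper, CGNP as proliferating progenitors with SHH and CGN as differentiating neurons. CGNP received SGC0946, an inhibitor of DOT1L, or the solvent DMSO for 4 h, and CGN for 44 h; the paper gives a dose of 5 µM. Arrays of 3 CGNP cultures per treatment (from mouse 29, mouse 30 and both pooled, so that an n of 3 rests on 2 mice) and of 2 CGN cultures per treatment were compared. By the labels the CGN had 2 and 4 days in vitro with DMSO and 5 and 7 with SGC0946. Of the latter 1 came from P9, so that by the labels days in culture and age go with the treatment. The paper gives a single schedule for CGN, with the inhibitor added 4 h after plating for 44 h. The labelled days rise by array number from 2 to 7 over the 6 CGN arrays, which conflicts with a single schedule. Another 2 CGN arrays, whose labels contradict each other on the treatment, took no part. The 10 arrays were fitted together in limma, with 22180 genes. The median log2 signal was 4.76 in the CGNP and 4.65 in the CGN experiment, and sorted values of arrays differed by 0.193 to 0.456 on average between experiments and by 0.00842 to 0.0763 within 1, as after normalization of each experiment on its own. In simulated arrays with the spread of these cultures, genes that differed by 1 on the log2 scale passed the test in 89.6% of cases in CGNP and 82.1% in CGN, and genes that differed by 0.5 in 34.3% and 13.4%. As for the cerebella, the simulated arrays held more changed genes than passed here, so the shares for the real arrays can be lower. The *Dot1l* signal changed by -0.03 (standard error 0.13) with the inhibitor in CGNP and by -0.47 (standard error 0.15, adjusted p = 0.393) in CGN; the inhibitor acts on the enzyme, so the transcript does not check it.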

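Between DMSO-treated CGNP (n = 3) and CGN (n = 2) genes of proliferation were lower in CGN. *Ccnd2*, the cyclin D2 gene of SHH-driven progenitors, was lower in CGN by a log2 difference of -2.86, *Top2a*, a topoisomerase of dividing cells, by -2.15, and the proliferation marker gene *Mki67* by -1.83. All of them lay apart in each culture. Of 29 genes of G2/M and mitosis 27 were at least 2-fold lower in CGN with no overlap (median -1.83), and of 26 genes of G1/S and DNA replication 16 (median -1.20). *Mycn*, a transcription factor gene downstream of SHH, differed by -1.56 and *Gli2*, a transcription factor of the SHH pathway, by -1.23, while of 18 genes of the SHH pathway and granule progenitors 6 were lower by this measure (median -0.61, and -0.12 after joint quantile normalization). *Vsnl1*, a neuronal calcium sensor gene, was higher by 3.92 and *Calb1*, the calbindin gene, whose protein the paper stains in Purkinje cells, by 3.05. *Gabra6*, the GABA receptor subunit of mature granule cells, was higher by 1.12, the synaptic gene *Snap25* by 0.74 (1.32 after joint quantile normalization) and the transcription factor gene *Etv1* by 0.60 (1.02 in the same way). Of mature granule neuron genes 5 were higher and 2 lower in CGN by this measure (median 0.04), and *Slc17a7*, a vesicular glutamate transporter gene, was lower (-1.25, and -0.70 after joint quantile normalization). In all, 3092 genes differed at least 2-fold with no overlap, 612 higher and 2480 lower in CGN. Signals of any size did not overlap for 64.6% of genes, against 20% by chance. No test is given, because both experiments appear to have been normalized apart and the median difference over all genes was -0.23. After joint quantile normalization 2074 genes stood apart by the same measure, 1118 higher and 956 lower, of which 1568 are among the 3092; medians were then -1.58 for G2/M, -0.91 for G1/S and 0.38 for mature granule neurons.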

Differentiation from CGNP to CGN led to 9148 DE genes (Fig. 5a). DOT1L inhibition led to 1440 DE genes in CGNP (Fig. 5b) and 1863 DE genes in CGN (Fig. 5c). 

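With SGC0946 for 4 h, the 7 genes that changed in CGNP all rose, and all belong to sterol or fatty acid metabolism. *Scd1*, the stearoyl-CoA desaturase gene, rose by 1.36 on the log2 scale (standard error 0.16, 2.57-fold, adjusted p = 0.00382). *Insig1*, a sterol-regulated brake on SREBP, had a log2 signal of 12.06 ± 0.14 (SD, n = 3) with the inhibitor and of 11.31 ± 0.02 (SD, n = 3) with DMSO. The sterol synthesis genes *Msmo1* (0.98), *Nsdhl* (0.89), *Sc5d* (0.82), *Sqle* (0.77) and *Cyp51* (0.74) were the others. Lower means that did not pass the test included the gene of the growth inhibitor merlin, *Nf2* (-1.12), and the phosphatase gene *Dusp10* (-0.96).
In CGN after 44 h, 34 genes changed, 14 up and 20 down, and 12 of the 14 that rose belong to the lists of cholesterol synthesis and of SREBP targets. *Scd1* rose by 1.55 (standard error 0.19), *Stard4*, a sterol transfer protein, by 1.44 (standard error 0.17), *Msmo1* by 1.30, *Fdps*, a farnesyl diphosphate synthase gene, by 1.28 and *Lss* by 1.27. The others that rose were *Nsdhl*, *Insig1*, *Cyp51*, *Fdft1*, *Hmgcs1*, *Sqle*, *Fasn*, *Idh1* and *Ucma*, a matrix protein gene of cartilage (1.39). *Hpgd*, which inactivates prostaglandins, fell by 1.66 (standard error 0.20, adjusted p = 0.00231), *Cavin3*, of the caveolar coat, fell by 1.55, and *Thrsp*, a regulator of lipogenesis, fell by 1.42. *Vgf*, a neuropeptide precursor gene, fell by 1.41, *Lrfn5*, a synaptic adhesion molecule gene, fell by 1.36 and *Kif18a*, a kinesin of mitosis, fell by 1.37 (adjusted p = 0.0493).
In CGNP 902 genes stood at the unadjusted cut-off (496 higher, 406 lower) and in CGN 1660 (755 higher, 905 lower), where chance gives 1109 in each; 83 and 510 of them differed by at least 1.5-fold. With array medians subtracted, 358 were higher and 526 lower in CGNP. Signals did not overlap for 9.78% of genes in CGNP and 34.1% in CGN, against 10% and 33.3% by chance. With ordinary variance 0 genes passed the adjusted test in either, and 946 and 1595 stood at the unadjusted cut-off. In CGNP the number past the test was 16 with its groups compared alone, 3 without the pooled DMSO culture or DMSO replicate 30, 1 without SGC0946 replicate 29 and 0 without DMSO replicate 29. In CGN it was 0 with its groups compared alone, 12 without DMSO replicate 1, 14 without SGC0946 replicate 1, 261 without SGC0946 replicate 2, and 17 with the CGNP cultures as a block.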

We observed increased and decreased transcription upon inhibited DOT1L activity compared to the control condition. 

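Immediate early genes, which neurons transcribe within minutes of activity, fell with the inhibitor as a list in CGNP and in CGN, though not with an estimated correlation (adjusted p = 0.0892 and 0.0644). In CGN, *Npas4*, a transcription factor of neuronal activity, fell by 1.33 on the log2 scale (standard error 0.18, adjusted p = 0.00503) and *Fos* fell by 0.74 (standard error 0.11); the nuclear receptor genes *Nr4a3* and *Nr4a1* changed by -1.23 and -0.97. These were 2 genes over all genes and 7 of 21 adjusted over the list alone (median -0.10, adjusted p = 6.7e-05). In CGNP 18 of 21 had lower means, 1 was lower when adjusted over the list alone and 0 over all genes (median -0.13, adjusted p = 3.6e-04).
In CGN all 11 genes of the oligodendrocyte lineage had lower means, the transcription factor genes *Olig2* by -0.82 and *Olig1* by -0.73 (median -0.44, adjusted p = 3.3e-05, and adjusted p = 0.0557 with an estimated correlation), and 2 were lower when adjusted over the list alone. Of 14 genes of pericytes, smooth muscle and meningeal fibroblasts 13 had lower means, the matrix genes *Lum* by -0.94 and *Col1a1* by -0.70 (median -0.43, adjusted p = 1.4e-04, and adjusted p = 0.209 with an estimated correlation). None of these genes passed the test over all genes; 4 and 5 stood at the unadjusted cut-off. Lists of GABAergic interneurons and unipolar brush cells (median -0.39, adjusted p = 0.112), astroglia (-0.16, adjusted p = 0.231) and microglia (-0.05, adjusted p = 0.984) did not pass in CGN. Without DMSO replicate 1 these 3 lists fell (medians -0.64, -0.29 and -0.31), the first also without SGC0946 replicate 2 (-0.64), and without DMSO replicate 2 the microglia list rose (0.23). Lists of Purkinje cells (0.03, adjusted p = 0.970; 0.20 and 0.0411 without SGC0946 replicate 1), endothelium (0.00, adjusted p = 0.776), choroid plexus (0.07, adjusted p = 0.984) and midbrain (0.07, adjusted p = 0.828) did not pass in CGN either, nor did the H3K79 methyltransferase machinery (-0.01, adjusted p = 0.860).
Early postmitotic (median 0.04, adjusted p = 0.317) and mature granule neuron genes (-0.11, adjusted p = 0.301) did not pass in CGN. Without DMSO replicate 1 the early list rose (0.10, adjusted p = 0.0177), and the mature list fell without DMSO replicate 2 (-0.18, adjusted p = 0.0385) or SGC0946 replicate 2 (-0.25, adjusted p = 0.0065). In CGNP these 2 lists had medians of 0.01 and -0.01 (adjusted p = 0.984 and 0.860), and no cell type list passed: GABAergic interneurons and unipolar brush cells 0.05, Purkinje cells 0.00, astroglia 0.03, oligodendrocyte lineage -0.07, microglia 0.03, endothelium 0.11, pericytes 0.11, choroid plexus -0.06 and midbrain 0.07 (adjusted p from 0.207 to 0.880), and the H3K79 machinery 0.01 (adjusted p = 0.984).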

Among significantly enriched GO terms of in vitro DE genes after DOT1L inhibition, we identified cell migration, stress response, cholesterol and lipid metabolism, and cell cycle (Fig. S5A–C). These terms were also enriched among DE genes of *Dot1l*-cKO^*Atoh1*^ (Fig. 2b).

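Genes of cholesterol synthesis rose as a list with the inhibitor, with 17 of 21 listed members measured. In CGNP all 17 measured genes had higher means after 4 h, with a median log2 change of 0.74, and 16 of 17 in CGN after 44 h, with a median of 0.86. Over all genes 5 rose in CGNP and 8 in CGN; adjusted over the list alone 13 and 14 were higher, and in CGN *Ebp*, a sterol isomerase gene, was lower. Other SREBP targets rose too, with medians of 0.44 in CGNP and 0.48 in CGN (12 genes; 2 and 4 over all genes, 10 and 9 adjusted over the list alone). In CGNP, *Elovl6*, a fatty acid elongase gene, changed by 1.01 and *Stard4* by 0.79; in CGN, *Fasn*, the fatty acid synthase gene, rose by 0.69. Both lists passed camera in CGNP (adjusted p = 1.1e-41 and 4.4e-28) and in CGN (3.2e-32 and 2.5e-18), and also with an estimated correlation (adjusted p from 0.00253 to 0.00497).
The list of cholesterol export and LXR targets fell in CGN (8 genes, median -0.34, adjusted p = 0.0258, and adjusted p = 0.249 with an estimated correlation) and did not pass in CGNP (0.01, adjusted p = 0.975). In CGN, *Ch25h*, a cholesterol hydroxylase gene, changed by -1.28 (standard error 0.23) and was the only member lower when adjusted over the list alone. The call of this list in CGN was lost without SGC0946 replicate 1 (adjusted p = 0.159), SGC0946 replicate 2 (0.0542) or DMSO replicate 2 (0.496), the last with a median of 0.01. Axon guidance genes fell as a list in CGN (56 genes, median -0.07, adjusted p = 0.0147, and adjusted p = 0.0943 with an estimated correlation). *Sema6d* (-0.80), *Robo1* (-0.71, standard error 0.16), the ephrin receptor gene *Epha3* (-0.58) and the netrin receptor gene *Dcc* (-0.55) were lower when adjusted over the list alone, and 0 genes passed over all genes (1 higher and 6 lower at the unadjusted cut-off). The call was lost without DMSO replicate 1 (adjusted p = 0.146) or SGC0946 replicate 2 (0.110), and in CGNP the list did not pass (0.00, adjusted p = 0.880).
Genes of the integrated stress and unfolded protein response had medians of 0.11 in CGNP (adjusted p = 0.112; 0.0355 without SGC0946 replicate 30) and -0.07 in CGN (adjusted p = 0.695). *Chac1*, a stress-induced glutathione-degrading enzyme, changed by 0.50 in CGNP and 0.73 in CGN. Of the cell cycle, G1/S genes had medians of 0.09 in CGNP (adjusted p = 0.398) and -0.09 in CGN (adjusted p = 0.776). For G2/M genes they were 0.01 (adjusted p = 0.996) and -0.04 (adjusted p = 0.776), with *Kif18a* the only gene past the test. Several genes of both lists already read near the median signal in CGN with DMSO, and how far this limits a fall there was not tested. NRF2 targets (0.10 in both, adjusted p = 0.706 and 0.381), p53 targets (0.00 and -0.01, adjusted p = 0.880 and 0.776) and the SHH pathway with granule progenitors (0.05 and -0.03, adjusted p = 0.496 and 0.880) did not pass. Among p53 targets *Cdkn1a* was lower in CGN when adjusted over the list alone (-0.55, standard error 0.12).

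**Figure D2:**
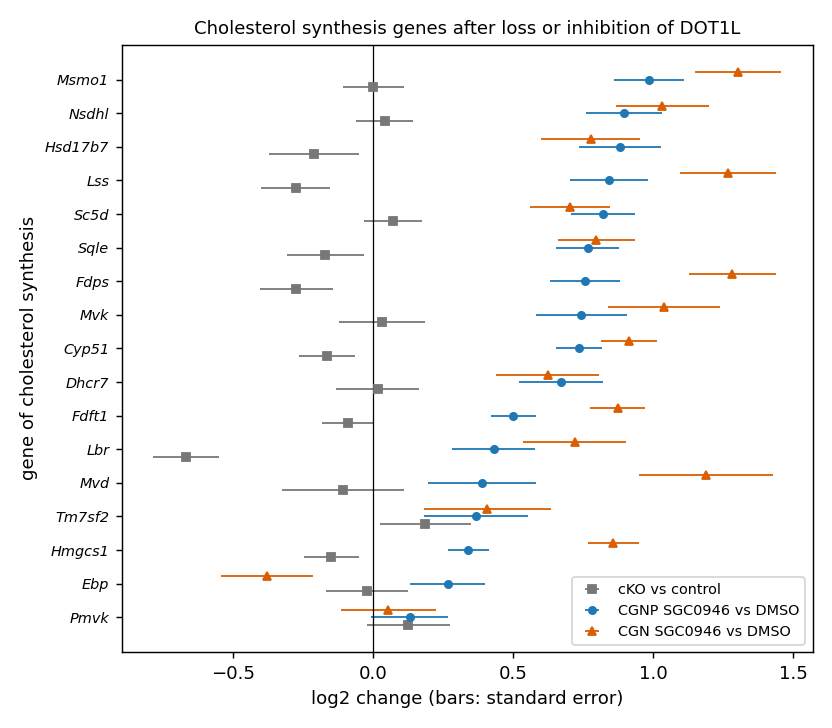
Log2 change of the 17 measured genes of cholesterol synthesis in *Dot1l*-cKO against control cerebella (squares), CGNP (circles) and CGN (triangles) with SGC0946 against DMSO; bars are standard errors. All 17 genes lie above 0 in CGNP and 16 in CGN, while 10 lie below 0 in *Dot1l*-cKO.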

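The responses to the inhibitor and to the deletion differed for sterol genes, and in CGNP for cell cycle genes, when the difference itself was tested. The change of cholesterol synthesis genes was higher in CGNP than in *Dot1l*-cKO cerebella by a median of 0.75 on the log2 scale (camera, adjusted p = 8.3e-28, and adjusted p = 9.8e-04 with an estimated correlation). In CGN it was higher than in the cerebella by 0.99 (adjusted p = 3.0e-25, and again 9.8e-04 with an estimated correlation). Genes of G2/M and of G1/S changed more negatively in the cerebella than in CGNP, by 0.50 and 0.48 (adjusted p = 1.2e-12 and 9.7e-12, and adjusted p = 0.0206 for each with an estimated correlation). Against CGN these differences were 0.46 and 0.31 (adjusted p = 8.1e-07 and 1.05e-05), with adjusted p = 0.0761 and 0.0896 with an estimated correlation. In CGN with DMSO several of these genes read near the median signal of 4.65, such as *Aurkb* (4.30) and *Rrm2* (4.48). Others read higher, such as *Ube2c* (6.76). How far low signals limit a further fall in CGN was not tested. Single genes with different changes numbered 14 between CGNP and cerebella (10 higher in CGNP) and 41 between CGN and cerebella (14 higher in CGN). Between CGN and CGNP cholesterol synthesis differed by 0.18 (adjusted p = 0.00347, and adjusted p = 0.155 with an estimated correlation). No single gene differed between these responses in limma, nor with ordinary variance, and 1208 and 1231 stood at the unadjusted cut-off. Without CGN SGC0946 replicate 2, 39 genes differed (15 higher, 24 lower), and 1 gene did without CGN SGC0946 replicate 1, without CGNP SGC0946 replicate 30 or after a further quantile normalization. Strain, age, culture and time differ between the cerebella and the cultures together with the means of removing DOT1L activity. Whole cerebella also hold cells that keep DOT1L. In CGNP after 4 h of SGC0946 the paper found neither H3K79 methylation lower by immunoblot nor fewer KI67-positive cells. Both were lower after a longer treatment. Its ChIP-seq of CGNP after the same 4 h gave a mean of H3K79me2 over the genome that looked lower than with DMSO. It called few differential regions there, with losses and somewhat more gains. How far DOT1L activity was lost in the CGNP arrays is therefore not known.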

**Fig. 5:**
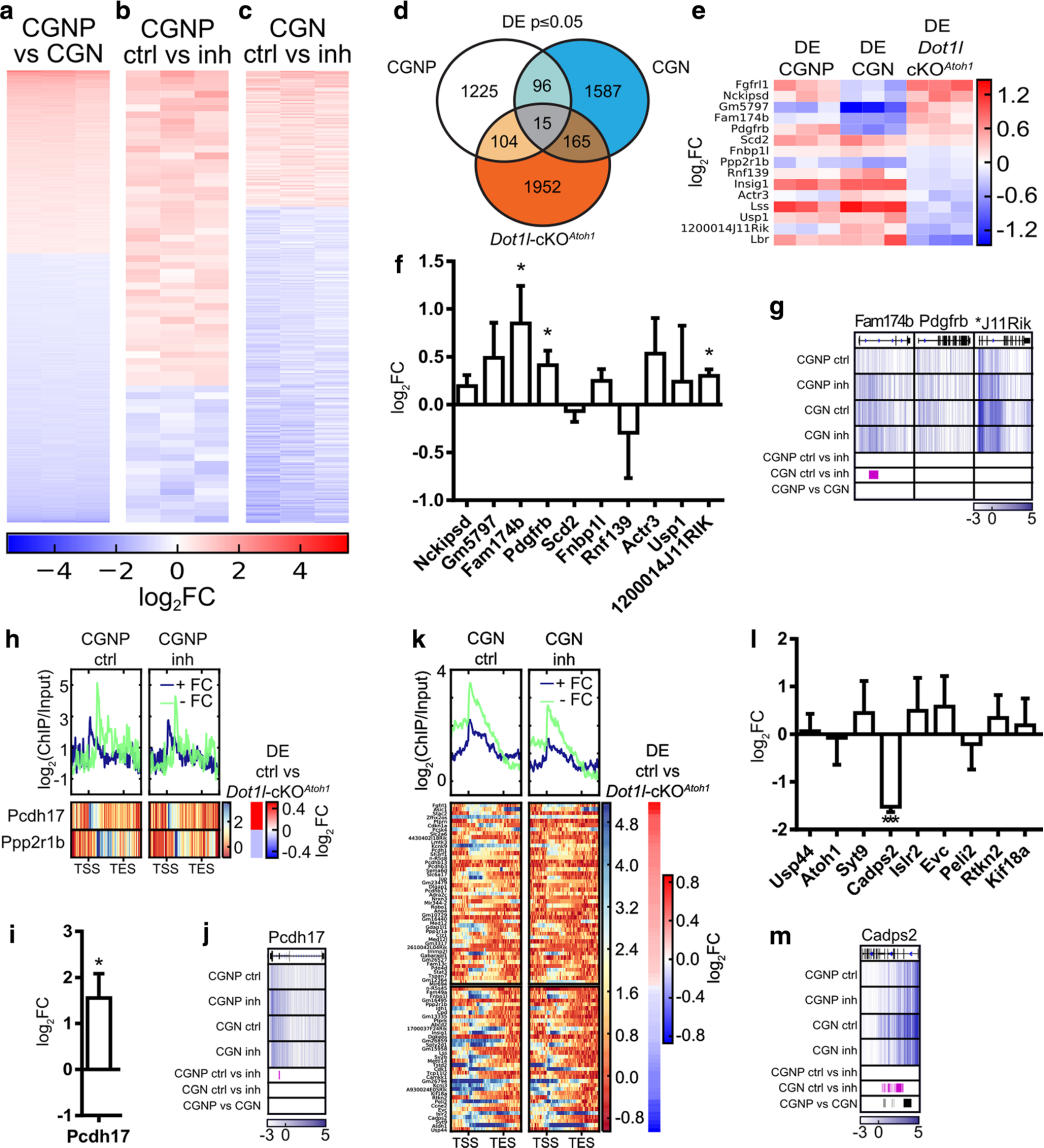
Determination of DOT1L in vivo target genes by comparison to candidate genes resulting from in vitro DE and DE/DR genes upon DOT1L inhibition. **a**–**c** Heatmaps of DE genes with a fold change (FC) cut-off ≥ 1.5 and ≤ − 1.5 and *p*-value ≤ 0.05 on a log_2_FC scale; red increased expression, blue decreased expression. DE genes during **a** CGNP to CGN differentiation, **b** CGNP after 4 h of DOT1L inhibition, and **c** CGN 44 h after DOT1 inhibition, compared to DMSO-treated controls. **d** Venn diagram of DE genes in CGNP (ctrl vs. inh treated), CGN (ctrl vs. inh treated), and wt vs. *Dot1l*-cKO^*Atoh1*^ mice. Cut-off for DE genes *p* ≤ 0.05. **e** Heatmap of 15 genes shared with all three datasets sorted according to transcriptional increase (red) or decrease (blue) in *Dot1l*-cKO^*Atoh1*^. **f**, **i**, **l** qRTPCR of candidate genes in P3 wt vs. *Dot1l*-cKO^*Atoh1*^. Mean log_2_FC ± SEM, *n* = 3, two-sided *t* test with equal variance. *p ≤ 0.05, **p ≤ 0.005, ***p ≤ 0.0005. **g**, **j**, **m** Overlay of H3K79me2 (*n* = 2) in SES normalized log_2_ratio (ChIP/Input) and DR, cut-off *q* ≤ 0.1 each, is displayed. Given are from top to bottom the names of the gene, genomic organization, and DR pattern (white: low methylation, dark blue: high methylation) of DMSO-treated (ctrl) and DOT1L inhibitor–treated (inh) CGNP and CGN, respectively; significant DR regions of ctrl- vs. inh-treated samples or during differentiation indicated as purple or black bars, respectively. **h**, **k** Mean enrichment (top panels) and heatmaps (lower panels) for DE and DR genes, cut-off *p* ≤ 0.05, in **h** CGNP and in **k** CGN upon DOT1L inhibition and in DMSO-treated controls. Gene order according to increased (red) or decreased (blue) expression in *Dot1l*-cKO^Atoh1^ vs. controls, given in a log_2_FC. **f** qRTPCR and **g** genome track corresponding to **e** intersecting heatmap of DE genes. **i** qRTPCR and **j** genome track corresponding to **h** heatmap of DR in DOT1L inhibitor–treated CGNP compared to control. **l** qRTPCR and **m** genome track corresponding to **k** heatmap of DR in DOT1L inhibitor–treated CGN compared to control

We next assessed whether we could use DE/DR correlations revealed from in vitro cultivated cells to identify systematically direct DOT1L targets that would also transcriptionally change in vivo upon DOT1L deletion. At first, we correlated alterations of the H3K79me2 pattern within the fractions of DE genes of cultivated CGNP and CGN. During CGNP to CGN differentiation, 347 out of 9148 DE genes changed H3K79me2 levels (Fig. S5D). Twelve genes out of 1440 DE genes in CGNP treated with DOT1L inhibitor had altered H3K79me2 levels (Fig. S5E). From 1863 DE genes of CGN treated with DOT1L inhibitor, 432 genes showed a changed H3K79me2 level compared to DMSO-treated cells (Fig. S5F). Generally, H3K79me2 levels were reduced after SGC0946 inhibitor treatment in CGNP and CGN (Fig. S5E–F). However, decreased H3K79me2 after DOT1L inhibition compared to DMSO treatment was associated with both, increasing and decreasing expression levels. Thus, inhibition of DOT1L led to reduced or increased transcription of genes, and genes of both categories were marked with H3K79me2.

In a second step, we intersected the DE genes that we revealed by (1) pharmacological DOT1L inhibition of CGNP and CGN in vitro and (2) through *Atoh1*-Cre–driven DOT1L deletion in vivo (Fig. 5d). 

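Of the genes at the unadjusted cut-off in *Dot1l*-cKO cerebella, in CGNP and in CGN, 10 were shared by all 3 comparisons, where independent lists share 5.87. *Lbr* changed by -0.67 (standard error 0.12) in the cerebella, 0.43 (standard error 0.15) in CGNP and 0.72 (standard error 0.18) in CGN, and *Lss* by -0.28, 0.84 and 1.27. *Acsl4*, which activates polyunsaturated fatty acids (-0.29, 0.57, 0.54), *Pcyt1b*, an enzyme of phosphatidylcholine synthesis (-0.43, 1.09, 0.68), and *Usp1*, a deubiquitinase of DNA repair (-0.31, 0.32, 0.43), went the same 2 ways. These 5 were lower in the cerebella and higher in both cultures, while 2 of the 10, among them *Rag2* (-0.27, -0.30, -0.32), changed in 1 direction throughout. No gene was shared when each comparison was adjusted over all genes with limma. Of the genes shown in Fig. 5e, 14 were measured; 3 of them (*Lbr*, *Lss* and *Usp1*) were at the cut-off in all comparisons, 8 in the cerebella, 6 in CGNP and 9 in CGN. *Insig1*, of the same figure, rose in CGNP and in CGN and changed by -0.20 (standard error 0.10) in the cerebella. With ordinary variance 21 genes were shared by all 3, and 6 when dim genes were left out.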

In all, we identified only 15 significant DE genes in the intersection of the three model systems (Fig. 5d, e). Thirteen of these genes were subjected to qRTPCR validation and revealed that *Fam174b*, *Pdgfrb*, *1200014J11Rik* (Fig. 5f), *Lss*, and *Lbr* (Fig. 2f) were significantly altered. Only *Fam174b* and *Lss* were also DR upon DOT1L inhibition in vitro (Figs. 4j and 5g), a finding that rendered transcription of these two targets as H3K79me2 dependent. The small fraction of 15 overlapping DE genes together with the finding that only a minor fraction out of these was significantly altered in vivo suggested that the *Dot1l*-cKO^*Atoh1*^ phenotype might be caused by altered gene transcription of CGNP- or CGN-specific genes and not by genes that are expressed in both cell types. This assumption was corroborated by a larger overlap between the fractions of CGNP or CGN DE genes, respectively, with the *Dot1l*-cKO^*Atoh1*^ transcriptome. 

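Most genes at the unadjusted cut-off in both *Dot1l*-cKO cerebella and CGN changed in opposite directions. CGN and the cerebella shared 202 genes, where independent lists share 144; 43 changed in the same direction and 159 in opposite directions. CGNP and the cerebella shared 91, where independent lists share 78.4; 41 changed in the same direction and 50 in opposite ones. CGNP and CGN shared 116 (67.5 from independent lists), 86 of them in the same direction. The list of CGN is the longer one (1660 genes against 902 of CGNP). With dim genes left out, CGN and the cerebella shared 142, where independent lists share 138, and CGNP and the cerebella 53, where they share 52.6. Leaving out those common to all 3, 192, 81 and 106 were shared. Odds ratios were 1.51 (95% interval 1.29 to 1.77) for CGN, 1.19 (0.941 to 1.49) for CGNP and 1.89 (1.53 to 2.31) between the cultures; genes are not independent, so these intervals are too narrow. With limma's adjusted p, 0 genes were shared with either culture and 6 between the cultures. Without CGN SGC0946 replicate 2, CGN and the cerebella shared 324. Of the pair in Fig. 5h to j, *Pcdh17*, a protocadherin gene, changed by 0.52 (standard error 0.17) in the cerebella and 0.06 in CGNP, and the phosphatase subunit gene *Ppp2r1b* by -0.13 and -0.26. The genes of Fig. 5l were all lower in the cerebella at the cut-off, for example *Syt9*, a calcium sensor of exocytosis, by -0.74 and the deubiquitinase gene *Usp44* by -0.87. In CGN, *Kif18a* alone of these 9 stood at the cut-off. They were chosen by the paper on these arrays and are not independent evidence. The paper found few genes common to all 3 models, a minor part of them altered in vivo, and larger overlaps of pairs. From these it proposes that the phenotype might arise from genes specific to CGNP or CGN.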

Here, CGNP shared 104 DE genes with *Dot1l*-cKO^*Atoh1*^, whereas 165 genes overlapped between CGN and *Dot1l*-cKO^*Atoh1*^ (Fig. 5d, Fig. S5G–I).

Among the 104 DE genes shared between CGNP and *Dot1l*-cKO^*Atoh1*^, only two were also DR (Fig. 5h, j). We confirmed successfully that expression of *Pcdh17* significantly increased in *Dot1l*-cKO^*Atoh1*^ compared to that in control animals in vivo (Fig. 5i), but we experimentally failed to amplify specifically *Ppp2r1b*. For CGN, we revealed a higher fraction of in total 80 genes which were DE in vitro as well as in vivo and were in addition DR. Out of these candidates that were all DR and therefore most likely direct target genes of DOT1L and H3K79me2 (Fig. 5k), we chose a subset of nine genes with known functional roles in cerebellar function for validation. However, qRTPCRs revealed that only *Cadps2* expression decreased significantly in transcription after DOT1L deletion (Fig. 5l). *Cadps2* gained H3K79me2 during CGNP-CGN differentiation and lost H3K79me2 upon DOT1L inhibition in CGN (Fig. 5m).

In summary, the attempt to identify direct DOT1L target genes by combining transcriptomic data from in vitro and in vivo model systems of impaired DOT1L function revealed three genes (*Fam174b*, *Pcdh17*, *Cadps2*). Together with the nine direct targets that we identified starting our analysis with in vivo DE genes and correlating the DR pattern in vitro (Figs. 2 and 4), our study revealed 12 direct DOT1L target genes. Although transcription of these 12 genes significantly changed in *Dot1l*-cKO^Atoh1^, their expression pattern after DOT1L inhibition in vitro varied substantially (Fig. S6A–C). Only *B3galt5* and *Pcdh17* increased in vitro in presence of both inhibitors in CGN and recapitulated the in vivo observations.

Taken together, our study identified potential direct in vivo targets of DOT1L in the cerebellum, which are implicated in diverse processes such as cell migration and axon growth/guidance (*Sema4a*, *Sema5a*, *Robo1*), cholesterol and lipid metabolism (*Lss*, *Cyp51*), signaling (*Tnfaip8l3*, *B3galt5*), transcription (*Otx1*), cell cycle (*Cdkn1a*), calcium-dependent cell adhesion or exocytosis (*Pcdh17*, *Cadps2*), and unclassified functions (*Fam174b*). Dysregulation of expression of these candidates and/or processes might be implicated in the ataxia phenotype of *Dot1l*-cKO^*Atoh1*^.

## Discussion

### *Dot1l*-cKO^*Atoh1*^ Leads to Ataxia in Mice

The results presented in this study show that DOT1L activity is necessary for proper function of the cerebellum. Behavioral tests of mice with granule cell-specific DOT1L deletion in the cerebellum indicated a mild ataxia phenotype. DOT1L deficiency impaired granule cell proliferation and neuronal differentiation during cerebellar development. However, DOT1L function might be dispensable for motor function of PC as *Dot1l*-cKO^*Pcp2*^ mice performed equally well as controls in the applied behavioral tests. However, *Pcp2*-Cre is active in mature PC only [19]. Thus, we cannot exclude that DOT1L is important for PC progenitor cells and/or their differentiation into mature neurons.

### H3K79 Methylation Can Activate or Repress Transcription

To reveal specific DOT1L target genes in CGNP or CGN, we extensively characterized in vitro cultured CGNP and CGN under pharmacological inhibition of DOT1L by exploring transcriptional changes and alterations of the H3K79me2 pattern. CGNP proliferation was impaired upon DOT1L inhibition verifying the proliferation defect detected for granule cells in *Dot1l*-cKO^*Atoh1*^. In contrast, in CGN, we did not detect functional consequences after DOT1L inhibitor treatment. But further in-depth studies might be needed to uncover potential functions of DOT1L in CGN. To determine direct DOT1L target genes, we analyzed H3K79me2 levels via ChIP-seq of CGNP and CGN treated with DOT1L inhibitor. With that, we could identify differentially methylated regions. In total, our attempt suggested 12 DE genes upon *Dot1l*-cKO^*Atoh1*^ that classified as direct targets. This very low number of retrieved genes indicated to us that the combination of in vivo and in vitro model systems might be of limited use to identify high numbers of relevant direct targets. However, DOT1L inhibitor treatment led to less H3K79me1, H3K79me2, and H3K79me3 in some of the experimental conditions. We solely addressed changes in H3K79me2 in this study. Therefore, we cannot rule out that alterations of H3K79me1 and H3K79me3 would be better suited to identify in vitro DR genes with relevant expression changes under in vivo *Dot1l*-cKO conditions. It is of note that DOT1L might have other additional functions that are independent of H3K79 methylation. Inhibition of DOT1L in CGNP for 4 h led to 104 DE genes, but only two of them were also DR. Although we cannot rule out that all transcriptional changes were induced by the two DR genes in a secondary event, it is also possible that DOT1L affected transcription in an H3K79 methylation-independent manner.

It is equally difficult to predict whether altered H3K79me2 levels correlate with activation or repression of transcription. This notion is for example corroborated by Fig. 4f. In this experiment, we plotted DE and DR genes and we unraveled that both increased and decreased transcriptions coincided with fewer H3K79me2 in CGN treated with the DOT1L inhibitor SGC0946. This shows that H3K79me2 might be interpreted in different ways with regard to transcription and emphasizes that in vivo and in vitro data need to be carefully analyzed and compared.

### DOT1L Direct Targets Influence Essential Processes in Cerebellar Granule Cells

Despite the low numbers of direct targets genes revealed in this study, the identified targets might be relevant for proper cerebellar function and implicated in the mild ataxia phenotype of *Dot1l*-cKO^*Atoh1*^. Axon guidance cues, i.e., *Sema5a*, *Sema4a*, and *Robo1* expression, increased in *Dot1l*-cKO^*Atoh1*^. Loss-of-function experiments showed that semaphorins and ROBO1 influence neurite outgrowth in neurons [38, 39]. The consequences of excessive expression of axon guidance cues are, however, less well described. But interestingly, it was reported that axonal growth cones from cultured hippocampal neurons collapse if exposed to SEMA4A [40]. Excessive expression of *Sem4a* in *Dot1l*-cKO^*Atoh1*^ might therefore impair neuronal differentiation and function.

DE genes of the *Dot1l*-cKO^*Atoh1*^ were enriched in GO-term categories associated with the response to stress. However, in contrast to cerebral progenitors, in which *Atf3*, *Atf4*, and *Ddit3* increased significantly under pharmacological inhibition of DOT1L [14], this activation of the ER stress pathway was not observed in *Dot1l*-cKO^*Atoh1*^in vivo.

DOT1L function affected expression of genes implicated in cholesterol synthesis pathway. Cholesterol is an important molecule for brain development and function, and proper homeostasis is a prerequisite for membrane functions. Endogenous synthesis of cholesterol seemingly occurs in all CNS cell types including neurons [41]. Disturbance of the cholesterol balance in the brain results in neuronal degeneration, synaptic malfunctions, or impaired neurotransmission. Several neurological pathologies are therefore associated with disturbed cholesterol balance [42, 43], and cholesterol seems also involved in Alzheimer’s [44] or Huntington’s disease [45]. Transcription of *Lss* and *Cyp51* decreased in *Dot1l*-cKO^*Atoh1*^ compared to that in control animals. Both enzymes affect the post-squalene part of the cholesterol biosynthesis pathway. Further biochemical analysis might be needed to address whether reduced expression of these post-squalene enzymes would result in ataxia.

DOT1L activity affects cell cycle progression in various organ systems [14, 46, 47]. However, the set of candidate genes that are transcriptionally altered upon loss or inhibition of DOT1L seems to vary within the different cell types. Here, we identified in *Dot1l*-cKO^*Atoh1*^ significantly increased transcription of *Cdkn1a* compared to controls*.* In cortical cells however, *Ccnd1*, *Vangl2*, and *Cenpj* are targets of DOT1L (Franz et al., accepted manuscript, “DOT1L promotes progenitor proliferation and primes for neuronal layer identity in the developing cerebral cortex”, Nucleic Acid Research, 2018). CDKN1A stops proliferation in G1 phase, and its increased expression in *Dot1l*-cKO^*Atoh1*^ correspond to the observation of reduced numbers of progenitors in the EGL.

We further identified *Fam174b*, *Pcdh17*, *Cadps2*, *Tnfaip8l3*, *B3galt*, and *Otx1* as direct target of DOT1L. Whereas no specific functions of *Fam174b*, *Tnfaip8l3*, and *B3galt* are assigned to cerebellar functions as yet, the other candidates putatively contribute to the observed histological and functional phenotypes of *Dot1l*-cKO^Atoh1^. PCDH17 promotes organization of neuronal circuits in different neuroanatomical locations [48, 49]. Human patients presenting with mood disorders have increased transcript levels of *PCDH17*. In vitro, overexpression of PCDH17 in cortical neurons results in synaptic alterations including decreased spine density and abnormal dendritic morphology [50]. It is therefore likely that the increased level of *Pcdh17* transcription in *Dot1l*-cKO^Atoh1^ resulted in synaptic impairment involved in the ataxia observed in these mice.

*Cadps2* was a DOT1L-dependent gene and its expression levels need to be tightly controlled, as imbalanced levels are associated with neurological diseases such as autism [51, 52]. Decreased levels of *Cadps2* in the cerebellum affect neuronal morphology, synapse function, and thus locomotor behavior [51]. *Dot1l*-cKO^*Atoh1*^ express reduced levels of *Cadps2*, which is therefore another likely candidate implicated in the impaired locomotor behavior observed in our study.

*Otx1* was one of the few transcription factors within the cerebellum that depends on DOT1L function. *Otx1* is implicated in development of the cerebellum and the cerebral cortex in mediating specific cell identities [51, 53]. It is therefore a potentially important target of DOT1L to secure proper development and neuronal function of the cerebellum.

In summary, our data showed that DOT1L function is needed for proper development and function of the cerebellum and that impaired DOT1L function results in ataxia in vivo. We identified a small number of candidate genes regulated by DOT1L in vivo and in vitro, misexpression of which might result in ataxia.

## Electronic Supplementary Material

Supplementary Figure 1 H3K79me1 and H3K79me2 are reduced; apoptosis and Purkinje cells are not impaired upon *Dot1l*-cKO^*Atoh1*^. (A) qRTPCR of *Dot1l* exon 2 in P3 wt vs. *Dot1l*-cKO^*Atoh1*^. Mean log_2_FC ± SEM, *n* = 6, two-sided t-test with equal variance. ***: *p* ≤ 0.0005 (B) Immunostaining (IHC) of H3K79me1, H3K79me2 and H3K79me3 of P3 control (*Dot1l*^f/f^, *Atoh1*^+/+^) and *Dot1l*-cKO^*Atoh1*^ cerebellum. Scale bars: 200 μm or 50 μm respectively. (C) qRTPCR of *Nsd2* in P3 control vs. *Dot1l*-cKO^*Atoh1*^. Mean log_2_FC ± SEM, *n* = 3. (D) Immunostaining and quantification of aCASP3 of P3 control (*Dot1l*^f/f^, *Atoh1*^+/+^) and *Dot1l*-cKO^*Atoh1*^ cerebellum. Scale bar: 200 μm. (E) Immunostaining of CALB1 and MEIS1 of cerebelli from 9 week (W) old control (*Dot1l*^f/f^, *Atoh1*^+/+^) and *Dot1l*-cKO^*Atoh1*^, Scale bars: overview 500 μm, right images maximal projection of confocal imaging 50 μm. EGL: external granular layer, ML: molecular layer, PCL: Purkinje cell layer, GL: granular layer. (PNG 2984 kb)

Supplementary Figure 2 Conditional inactivation of DOT1L does not affect Purkinje cell development in *Dot1l*-cKO^*Pcp2*^. (A) Immunostaining of H3K79me1, H3K79me2 and H3K79me3 of P3 control (*Dot1l*^f/f^, *Pcp2*^+/+^) and *Dot1l*-cKO^*Pcp2*^ cerebellum. Scale bars: 200 μm or 50 μm respectively. (B) Nissl stainings and immunostainings of CALB2 and NeuN of P7 old control (*Dot1l*^f/f^, *Pcp2*^+/+^) and *Dot1l*-cKO^*Pcp2*^ mice do not show phenotypic differences. Scale bar: 200 μm. (C) Balance beam motor test with increasing challenge through decreased beam diameters and form: square 1.5 cm (left), 0.5 cm (middle) and round 0.5 cm (right). Control (*Dot1l*^f/f^, *Pcp2*^+/+^) *n* = 8 and *Dot1l*-cKO^*Pcp2*^*n* = 5, 9 to 10 W old male mice. Given is the number of segments crossed and of hind leg slipping. Data represented in median whisker-box plots. H0: mutant = ctrl performance, H1: mutant < ctrl performance; one-sided t-test, unpaired, equal variance. H0 cannot be rejected. (D) Schematic drawing of the experimental set-up of the balance beam motor test. (PNG 7973 kb)

Supplementary Figure 3 Proliferation of CGNP is not impaired upon DOT1L inhibition with EPZ5676. (A) Immunostaining (ICC) and (B) quantification of KI67 positive CGNP 4 h and 24 h after DOT1L inhibition with EPZ5676 (red bars) and DMSO control (blue bars). Given is the percentage of stained cells per DAPI positive cells. n = 3, mean ± SEM, unpaired two-tailed t-test with equal variance. (PNG 405 kb)

Supplementary Figure 4 GO term analysis for biological processes of differentially methylated (DR) genes. (A-C): Selected GO terms associated to locomo*, migra*, locali*, motil*, cycle*, metabol*, cholest*, lipid*, transport*, stress*, neuro*, cerebell*, projection, axon, dendri* and related terms. First among the 100 most significant terms were preferentially selected. Arrangement from top to bottom according to increasing *p*-value. Bars represent the number of genes falling in each GO term category. (PNG 377 kb)

Supplementary Figure 5 Analysis of differentially expressed genes (DE) in CGNP and CGN upon DOT1L inhibition. (A-C): Selected GO terms associated to locomo*, migra*, locali*, motil*, cycle*, metabol*, cholest*, lipid*, transport*, stress*, neuro*, cerebell*, projection, axon, dendri* and related terms. First among the 100 most significant terms were preferentially selected. Arrangement from top to bottom according to increasing *p*-value. Bars represent the number of genes falling in each GO term category. (D-F) Mean enrichment (top panels) and heatmaps (lower panels) for DE genes (*p*-value cut-off: *p* ≤ 0.05, n = 3) that are as well differentially methylated for H3K79me2 (DE/DR genes). Heatmaps were separated in increased (red) or decreased (blue) differential expression, and sorted after DE level represented as log_2_FC. (D) For differentiation from CGNP to CGN, (E) CGNP treated with DOT1L inhibitor for 4 h and (F) CGN treated with DOT1L inhibitor for 44 h. (G) Comparison of DE genes in CGNP ctrl vs. inhibitor treatment with DE genes of CGN ctrl vs. inhibitor. (H) Comparison of DE genes in CGNP ctrl vs. inhibitor treatment with DE genes of *Dot1l*-cKO^*Atoh1*^ vs. ctrl cerebellum. (I) Comparison of DE genes in CGN ctrl vs. inhibitor treatment with DE genes of *Dot1l*-cKO^*Atoh1*^ vs. ctrl cerebellum. Cut-off *p*-value ≤0.05, displayed in log_2_FC, red: increased expression, blue: decreased expression. (PNG 1965 kb)

Supplementary Figure 6 Verification of 12 DOT1L target genes in CGNP and CGN cells treated with inhibitor SGC0946 (SGC) or EPZ5676 (EPZ). (A-C) qRTPCR of putative DOT1L target genes in CGNP treated with DOT1L inhibitors SGC (red bars) and EPZ (orange bars) for 4 h (A) or 24 h (B), and CGN treated with DOT1L inhibitors for 44 h (C). Given is the log_2_FC ± SEM between SGC0946 or EPZ5676 and controls (n = 3), two-sided t-test, with equal variance. *: p ≤ 0.05, **: *p* ≤ 0.005, ***: *p* ≤ 0.0005. (PNG 320 kb)

Supplementary Table S1 Putative direct DOT1L target genes in the cerebella granule cells. (PDF 25 kb)

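The table names 12 genes and gives array changes for some of them in each model, beside qRTPCR in the cerebella, which is not used here. In *Dot1l*-cKO cerebella 5 of them were higher and 5 lower at the unadjusted cut-off, none past the test over all genes. *Cadps2*, which promotes the release of dense-core vesicles, changed by -0.68 on the log2 scale (standard error 0.12, adjusted p = 0.116), and *Fam174b*, a membrane protein gene, by 0.29 (standard error 0.15). In the cultures, *Cyp51* passed the test in CGNP and in CGN, and *Lss* in CGN (adjusted p = 0.0605 in CGNP). In CGNP, *Otx1* changed by -0.38 (standard error 0.20), *Tnfaip8l3* by 0.07, *B3galt5* by -0.14, *Sema5a* by 0.08 and *Sema4a* by -0.08. In CGN, *Otx1* changed by -0.03, *Tnfaip8l3* by 0.34, *B3galt5* by -0.07, *Sema5a* by -0.41 (standard error 0.27) and *Sema4a* by -0.50 (standard error 0.26). *Pcdh17* changed by -0.02 and *Cadps2* by 0.07 in CGN, *Cadps2* by 0.04 in CGNP. *Fam174b*, of which 1 of several clusters is used here, changed by -0.09 (standard error 0.21) in CGNP and 0.39 (standard error 0.25) in CGN. *Cdkn1a* changed by -0.02 and *Robo1* by 0.18 in CGNP.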

# Supplementary material for: Differential Methylation of H3K79 Reveals DOT1L Target Genes and Function in the Cerebellum In Vivo
**Source:** Mol Neurobiol. 2018 Oct 10;56(6):4273–87. doi: 10.1007/s12035-018-1377-1
**Supplement:** Supplementary file 7 — Putative direct DOT1L target genes in the cerebella granule cells.

		Microarray				qRT-PCR				Microarray				Microarray			
		<i>Dot1l</i> -cKO vs wt				<i>Dot1l</i> -cKO vs wt				CGNP DMSO vs SGC				CGN DMSO vs SGC			
	Function	log2(fold change)	SEM	p-value		log2(fold change)	SEM	p-value		log2(fold change)	SEM	p-value		log2(fold change)	SEM	p-value	
<i>Tnfrp8l3</i>	Signaling	-0.92	0.08	0.00		-1.04	0.25	0.00		n/a	n/a	n/a		n/a	n/a	n/a	
<i>B3galts</i>	Signaling	-0.80	0.26	0.04		0.28	0.07	0.00		n/a	n/a	n/a		n/a	n/a	n/a	
<i>Otx1</i>	Transcription factor	-1.52	0.45	0.02		-1.16	0.42	0.04		-0.38	0.47	0.04		n/a	n/a	n/a	
<i>Sema4a</i>	Cell migration	0.64	0.23	0.02		0.40	0.16	0.05		n/a	n/a	n/a		n/a	n/a	n/a	
<i>Sema5a</i>	Cell migration	0.41	0.14	0.03		2.31	0.81	0.02		n/a	n/a	n/a		n/a	n/a	n/a	
<i>Robo1</i>	Cell migration	0.30	0.12	0.03		0.21	0.10	0.05		n/a	n/a	n/a		-0.70	0.14	0.01	
<i>Lss</i>	Cholesterol and lipid metabolism	-0.28	0.08	0.03		-0.58	0.09	0.00		0.84	0.21	0.01		1.22	0.07	0.01	
<i>Cyp51</i>	Cholesterol and lipid metabolism	n/a	n/a	n/a		-0.15	0.06	0.01		0.74	0.06	0.00		0.85	0.06	0.02	
<i>Cdkn1a</i>	Cell cycle	0.54	0.12	0.01		0.66	0.06	0.00		n/a	n/a	n/a		-0.44	0.16	0.02	
<i>Fam174b</i>	unknown function	0.29	0.11	0.04		0.85	0.39	0.05		-0.12	0.03	0.01		-0.59	0.02	0.00	
<i>Pcdh17</i>	Calcium dependent Cell adhesion/Exocytosis	0.52	0.20	0.05		1.56	0.53	0.00		n/a	n/a	n/a		n/a	n/a	n/a	
<i>Cadps2</i>	Calcium dependent Cell adhesion/Exocytosis	-0.68	0.11	0.00		-1.52	0.12	0.04		n/a	n/a	n/a		n/a	n/a	n/a

How the deposited data were processed for this re-analysis (not part of the article)

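The series holds 18 Affymetrix Mouse Gene 2.0 ST arrays: 6 cerebella of P3 mice (3 *Dot1l*-cKO, 3 control), 6 CGNP and 6 CGN cultures of NMRI mice, P7 by the paper, treated with SGC0946 or DMSO. For the CGN arrays compared, the labels give 2 and 4 days in vitro with DMSO and 5 and 7 with SGC0946. They give an age of P9 for 1 of the latter, so that by the labels age and days in culture go with the treatment. The paper gives a single schedule for CGN, with the inhibitor added 4 h after plating for 44 h. The labelled days rise by array number from 2 to 7 over the 6 CGN arrays, which conflicts with a single schedule. Of the CGN arrays 2 carry a title and a description that name opposite treatments, and they were left out of every comparison. Per the sample labels, the authors made the deposited log2 values in Partek with an adjustment for GC content and probe sequence, RMA background correction, quantile normalization and median polish; versions are not given in the sources used here. The values used are the resulting log2 signals per transcript cluster. Their distributions differ between the 3 experiments and little within them, as after normalization within each experiment. The authors' deposited comparison tables of cKO, CGNP and CGN give p-values from contrasts of ordinary variance in Partek, with q-values for cKO and CGNP. They also give a score, the fold change as deposited by the authors, computed from the group means and signed by direction. Both were used as an alternative over the genes tested here, and the CGN table contains all 6 CGN arrays grouped as titled.
Of 34472 clusters, 23521 have 1 gene symbol in the platform annotation, 1820 several and 9131 none named. The brightest cluster stood for each of 22180 genes, 1082 of which have several. No filter on dim genes was applied. Groups were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with an intensity trend), the cerebella in one fit and the 10 culture arrays in another; differences between responses in cerebella and cultures came from a fit of all 6 groups. A gene passed the test at a Benjamini-Hochberg adjusted p below 0.05 over all genes. Counts at an unadjusted p of at most 0.05, the cut-off of the paper, and at a fold of at least 1.5 are given beside it.
Before the data were examined, 24 gene lists were written from general knowledge (444 members, 404 measured), of which 23 had at least 3 measured members and were tested; the list of red blood cells was dropped. They cover cholesterol synthesis, other SREBP targets, cholesterol export with LXR targets, the stress response, NRF2 and p53 targets, the cell cycle, the SHH pathway, granule neurons, axon guidance, immediate early genes, the H3K79 methylation machinery and markers of other cell types. Each was tested with camera at a preset correlation of 0.01, with p adjusted over all lists in 3 comparisons, and again with an estimated correlation and with fry. Differences between responses were tested with the same tools on the difference of the contrasts, with p adjusted over those tests. The median, mean and direction of the test differed in sign for some lists, none of which passed: p53 targets and early postmitotic neurons in cKO; G2/M, early and mature granule neurons, axon guidance and the H3K79 machinery in CGNP; SHH pathway, Purkinje cells, microglia and choroid plexus in CGN. The named genes follow a rule also set before: in each comparison and direction up to 10 of the largest changes among genes past the test whose groups did not overlap, or where none passed the 5 largest at the unadjusted cut-off; up to 4 members of each list; and every gene the paper names. Genes with predicted or numbered symbols were counted and not described. Values of Table S1 had been seen before. Several lists, among them those of the cell cycle, axon guidance and cholesterol synthesis, hold genes that the paper shows from these arrays. Such members are not independent evidence. Of 85 genes named by the paper 78 were measured as single-gene clusters; *Scd2*, *Ccne2*, *Suv39h2* and *Rps15-ps6* were not analysed here, and the others are not reported here.
The change from CGNP to CGN with DMSO was planned as a test and is described instead, because those experiments appear to have been normalized apart; genes at least 2-fold apart without overlap were counted, on the deposited values and after joint quantile normalization. The CGNP cultures share mice across treatments, and the fit was repeated with the culture as a block. The procedure was tested on simulated data with known changes: changes of 2 on the log2 scale were recovered in 100% of genes in each comparison, and 19, 11 and 15 unchanged genes passed in cKO, CGNP and CGN. The simulated arrays held more changed genes than passed in the real ones, and noise independent between genes, so their shares can be too high. The median standard error of a log2 change was 0.140 in cKO, 0.144 in CGNP and 0.177 in CGN.
Alternatives were a further quantile normalization, subtraction of array medians, leaving out dim genes, the ordinary variance of the methods, no intensity trend, all clusters in place of genes, other sets of arrays in the fit, both placements of the 2 CGN arrays, the culture block, the authors' p, and leaving out each array in turn. A term for sex, the block for the CGN count and the settings for the description of CGN against CGNP were added after seeing the data. The expression of *Xist* split the cerebella into 3 high and 3 low, with 2 high among *Dot1l*-cKO and 1 among controls. Gene names and chromosomes come from RefSeq for GRCm38.p6; the array files name no genome build, and no coordinates are given. The qRTPCR, histone methylation and imaging data of the paper were not used here.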

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

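The tests of sex, of a lower share of progenitors, of muscle carried over at dissection, of alleles next to the floxed locus, of *Actc1* after 44 h of inhibition, of the placement and the signals of the 2 CGN arrays and of a response hidden by spread were chosen only after the result was seen; those of the Cre allele, of single CGNP arrays and of other splits of the samples were set before.
Muscle genes in cerebella, which the paper does not discuss, include the 2 largest changes past the test: *Actc1* changed by 3.82 and *Mymk* by 1.86 in *Dot1l*-cKO, and of 37 muscle genes on a list written for this test 16 were higher and 0 lower at the unadjusted cut-off (median 0.238, standard error 0.031; 2 of the 37 read above the median signal in control cerebella, and 0 are in another list). Mature skeletal muscle carried over at dissection is argued against, since its abundant transcripts stayed low (log2 signals in *Dot1l*-cKO and changes: *Acta1* 5.65 and 0.19, *Ckm* 4.19 and 0.12, *Ttn* 4.13 and 0.05). Developing muscle carried over stays open. Its genes *Myl1* (1.29), *Myh3* (1.19), *Myog* (1.16), *Myh8* (0.64) and *Myod1* (0.45) were higher at the unadjusted cut-off beside *Actc1*. For alleles next to the floxed *Dot1l* locus, 0 of the muscle genes past the test lie on the chromosome of *Dot1l*, and both *Actc1* and *Mymk* lie on chromosome 2. This decides little, since the controls carry floxed *Dot1l* as well and effects on genes of other chromosomes were not tested. Inhibition of DOT1L for 44 h was not enough to raise *Actc1* in CGN, where its change was -0.67 (95% interval -1.18 to -0.16). The Cre allele itself cannot be told apart from the deletion, because 0 control mice carry Cre, and an effect of the loss of DOT1L itself stays open; mice with Cre and without floxed *Dot1l* would tell them apart.
Cell cycle genes were lower while genes of several other cell types, signals outside those the paper discusses, were higher in the same *Dot1l*-cKO cerebella: GABAergic interneurons and unipolar brush cells by a median of 0.46, microglia and macrophages by 0.36, the oligodendrocyte lineage by 0.24 and pericytes, smooth muscle and meningeal fibroblasts by 0.18. All these calls are lost with an estimated correlation (adjusted p = 0.0894 for G2/M, 0.123 for G1/S, and 0.113, 0.259, 0.306 and 0.477 for the other cell types in this order). An imbalance of sex between the groups is argued against, since with sex as a term the G2/M list kept a median of -0.48. The Cre allele cannot be told apart from the deletion here either, because no control mouse carries Cre. A lower share of granule progenitors alone stays open and cannot be told apart from lower transcription per cell: it would raise all other cell types alike, and 0 of 36 pairs of 9 other cell types differed beyond their spread over arrays, in which 3 mice against 3 leave wide intervals.
Sterol synthesis genes rose with SGC0946 and not in *Dot1l*-cKO when the difference was tested: the change of the cholesterol list was larger than in the cerebella by 0.75 in CGNP and by 0.99 in CGN, and that of other SREBP targets by 0.42 and 0.57 (adjusted p = 9.2e-16 and 1.0e-12). A single CGNP array is argued against, since the lowest median of the cholesterol list without any 1 of them was 0.668. The same response in the cerebella, hidden by spread, is argued against, since the 95% interval of the mean change of the list there ended at 0.114, below the mean of 0.618 in CGNP. This holds for whole cerebella only. A response within the granule lineage, diluted by cells that keep DOT1L or by a lower share of progenitors, was not tested. For CGN, the fit left out the 2 arrays whose labels disagree. Placing them by description gives the lower median of 0.305 (0.794 by title). HB5 read above HB2 by a median of 0.73 over the list, where the other CGN arrays of 1 treatment differed by at most 0.121. This argues against the descriptions only if days in culture did not raise the list. By the labels HB5 had 6 days in vitro and HB2 had 3. What remains may lie in the compound, the culture, the time since DOT1L activity was lost or the cells of the cerebella, some of which keep DOT1L. In CGN it may also lie in the days in culture. The labels set these apart between the treatments, while the paper gives a single schedule for CGN. The arrays hold no other compound, and the paper's qRTPCR with a further inhibitor was not used here.
The G1/S list differed between CGNP and cerebella by 0.48 and the G2/M list by 0.50, by tests of the difference as for the others here. Immediate early genes changed more negatively in CGNP than in cerebella by -0.26 (adjusted p = 8.2e-05, and adjusted p = 0.00967 with an estimated correlation) and in CGN by -0.34 (1.8e-05, and 0.0062). The oligodendrocyte lineage differed between CGN and cerebella by -0.69 (adjusted p = 3.7e-07, and adjusted p = 0.0206 with an estimated correlation). Between CGN and CGNP the responses differed for cholesterol synthesis by 0.18 (adjusted p = 0.00347, and adjusted p = 0.155 with an estimated correlation), cholesterol export and LXR targets by -0.41 (0.0376, and 0.207), axon guidance by -0.15 (0.0175, and 0.076), the oligodendrocyte lineage by -0.34 (0.00219, and 0.076) and pericytes, smooth muscle and meningeal fibroblasts by -0.50 (2.8e-05, and 0.104). In genes the paper does not discuss, *Carnmt1* (-0.85), *Cyp4f39* (1.54) and *Ptcd2* (-1.14) changed in *Dot1l*-cKO cerebella. In lists it does not discuss, immediate early genes fell in CGNP (-0.13) and in CGN (-0.10), and the oligodendrocyte lineage (-0.44) and pericytes, smooth muscle and meningeal fibroblasts (-0.43) fell in CGN; with an estimated correlation these calls are lost (adjusted p = 0.0892, 0.0644, 0.0557 and 0.209 in this order).
The 6 cerebella or the 6 CGNP arrays can be split into groups of 3 in 10 ways, the real one included, too few for a share under 0.05. In the cerebella the real split gave 5 genes past the adjusted test (1 split as high, the real one; highest other 4), 1927 at the unadjusted cut-off (1; highest other 1568) and 9 lists (1; highest other 7). In CGNP it gave 7 genes (1; highest other 0), 902 (3; highest other 1232) and 3 lists (5; highest other 4). For the 91 genes shared by CGNP and cerebella, 8 of 100 splits gave as many (highest other 139), so chance is not excluded.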

How the results depend on the processing

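The term for sex, the block for the CGN counts and all settings for the description of CGN against CGNP were chosen after seeing the data, the other settings before the data were examined. Over 69 list results, 735 of 797 alternatives stayed on the same side of the threshold, 44 lost a call, 17 gained a call and 1 was reversed. Of the genes named in the text (579 results), 5774 of 5983 stayed on the same side, 181 lost and 28 gained a call, and no gene with a call was reversed. A change of direction without a call in either setting counts here as staying on the same side. Of 235 alternatives of 15 counts, 169 stayed within 1.5 times. Where a setting below moved a result, the cause was not tested, apart from the smaller number of arrays when 1 is left out. The signal over background is low for many genes: the median gene reads 4.65 to 4.99 on the log2 scale, against lowest signals of 2.86 to 3.08, and how far this limits the changes of dim genes was not tested.
Genes past the adjusted test in cKO (5): 8 with array medians subtracted, 8 with dim genes left out, 0 with ordinary variance, 3 without the trend, 3 with all clusters, 30 with all 6 groups in one fit, 3 with sex as a term, 0 with the authors' p, and 1 to 12 without 1 mouse. In CGNP (7): 12 after a further quantile normalization, 13 with dim genes left out, 0 with ordinary variance, 1 without the trend, 4 with all clusters, 16 with the groups alone, 11 with all 6 groups, 0 with the CGN arrays placed by title and 0 by description, 0 with the authors' p, and 0 to 7 without 1 array; at the unadjusted cut-off (902), 425 with dim genes left out. In CGN (34): 53 after a further quantile normalization, 61 with dim genes left out, 0 with ordinary variance, 62 with all clusters, 0 with the groups alone, 66 with all 6 groups, 134 by title, 0 by description, 17 with the replicate block, 0 with the authors' p, and 12 to 261 without 1 array; at the unadjusted cut-off (1660), 2574 with all clusters, 785 by description and 1299 to 2896 without 1 array. CGN against CGNP response (0): 1 after a further quantile normalization and 0 to 39 without 1 array.
Shared genes, CGNP and cKO (91): 53 with dim genes left out, 0 with adjusted p. CGN and cKO (202): 73 by description (68.2 expected of independent lists), 0 with adjusted p, 137 to 324 without 1 array. CGNP and CGN (116): 77 with dim genes left out, 191 with ordinary variance, 34 by description, 6 with adjusted p. All 3 (10): 6 with dim genes left out, 21 with ordinary variance, 6 by description, 0 with adjusted p. Lists in cKO (9): 0 with an estimated correlation and 5 with fry. Lists in CGN (7): 2 with an estimated correlation and 4 by description. With the culture block 46 of 46 list results and 373 of 386 of named genes kept their call. The microglia list in CGN was reversed without CGN DMSO replicate 1 (median -0.31, adjusted p = 0.00998) and lay between -0.31 and 0.242 without 1 array; with all arrays its median was -0.05 and its mean 0.00. For cKO, the groups alone are already the fit reported, and the planned test of CGN against CGNP with DMSO was not run.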

Differences from the paper's values

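The paper gives a log2 change of 0.41 ± 0.14 (SEM) for *Sema5a* in *Dot1l*-cKO cerebella in its Table S1; here it was 0.75 (standard error 0.19). Every alternative set before the data were examined that was run for this gene differs as well (0.62 to 0.94), as does the authors' deposited fold change (0.75). For *Fam174b* in CGN the paper gives -0.59 ± 0.02 (SEM) and here the change was 0.39 (standard error 0.25). All alternatives set before the data were examined differ (0.15 with the arrays placed by title to 0.52). The authors' deposited CGN comparison takes 3 arrays against 3 as titled and the one here 2 against 2, so the groups are unlike here and in all counts for CGN below. A further cluster of *Fam174b*, not the brightest, changes by -0.59 in the authors' deposited CGN table.
At its cut-off of an unadjusted p of at most 0.05 the paper counts 1440 DE genes in CGNP, and here 902 stood at it. The alternatives set before the data were examined whose counts, though lower, stay within 1.5 times of the paper's are a further quantile normalization (963), all clusters (1324), the groups alone (1016), the authors' p (1035), without CGNP SGC0946 replicate 29;30 (1045) and without CGNP SGC0946 replicate 29 (1179). Those whose counts lie further off are array medians subtracted (884), dim genes left out (425), ordinary variance (946), no trend (929), all 6 groups (925), placement by title (944) or by description (820), the culture block (869), without CGNP DMSO replicate 29;30 (876), 29 (759) or 30 (773) and without CGNP SGC0946 replicate 30 (772). The deposited CGNP table has 1591 clusters at this cut-off.
The paper shows 15 genes as shared by all 3 models; of 14 measured, 3 (*Lbr*, *Lss* and *Usp1*) were shared here at the same cut-off, with 2 CGN arrays per treatment. Of the alternatives, 9 of the 14 were shared with ordinary variance, 7 without the trend, 5 with the CGN arrays placed by title or with all 6 groups in one fit, and 4 with array medians subtracted, without cKO replicate 1 or without CGNP SGC0946 replicate 29;30. A further quantile normalization (3) and leaving out control replicate 3 (3) each add 1 gene and lose another. Fewer were shared with placement by description (0), without CGNP DMSO replicate 29;30 (1), and with sex as a term or without several other single arrays (2). In the authors' deposited tables 14 of these 14 stand at the cut-off in the cerebella, 13 in CGNP and 13 in CGN. The paper presents the genes of Fig. 5l as DE in CGN as well as in the cerebella; all 9 were at the cut-off here in the cerebella and 1 in CGN, and by the authors' deposited p 9 and 7. In CGN 3 of them were at it with the arrays placed by title, 0 by description, and 2 with ordinary variance, without the trend or without CGN SGC0946 replicate 2. *Insig1*, *Cyp51*, *Msmo1* and other sterol genes rose in the cultures here, while in the cerebella 2 of 11 measured genes of Fig. 2f stood at the cut-off (3 by the authors' p) and none passed the adjusted test.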

Other observations

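Differentiated CGN also differed from CGNP, both with DMSO, in further gene lists, some of them of cell types outside the granule lineage. This rests on the same description without a test, which was chosen after the data were seen. Of the lists, 4 genes of Purkinje cells (median log2 difference 0.44, and 0.85 after joint quantile normalization), 4 of pericytes, smooth muscle and meningeal fibroblasts (0.62, and 0.73) and 4 of cholesterol export and LXR targets (0.52, and 0.94) were at least 2-fold higher in CGN without overlap. Genes of cholesterol synthesis were lower in CGN, 13 of 17 at least 2-fold (median -1.24, and -0.68 after joint quantile normalization). Genes of the stress response were lower as well, 12 of 25 (median -0.84, and -0.52 after joint quantile normalization), as were 8 of 18 early postmitotic granule neuron genes (-0.70, and -0.19).
Astroglial and neuronal genes in *Dot1l*-cKO cerebella that belong to no list past the test include *Gfap*, the intermediate filament gene of astrocytes (0.87), *Pvalb*, the parvalbumin gene of Purkinje cells and interneurons (0.51), and the immediate early gene *Egr4* (0.53), none of which passed the adjusted test; the 21 immediate early genes had a median of 0.14 there (adjusted p = 0.0569). The 16 genes of the H3K79 methylation machinery had a median of -0.06 (adjusted p = 0.618). The median of the muscle list, written after the result was seen, was 0.19 without *Actc1* and *Mymk*.
The 2 CGN arrays whose labels disagree, HB2 and HB5, gave these log2 signals: *Insig1* 10.70 and 11.60, *Cyp51* 10.46 and 11.20, *Msmo1* 9.39 and 10.30, *Scd1* 6.62 and 7.99, *Npas4* 10.11 and 8.53, *Fos* 10.84 and 10.23, and *Hpgd* 8.44 and 6.92. In the same order of genes the CGN arrays with DMSO gave 10.22 and 10.14, 9.96 and 9.93, 8.78 and 8.36, 6.04 and 5.55, 10.15 and 9.82, 10.86 and 10.78, and 8.28 and 7.97. Those with SGC0946 gave 11.14 and 11.07, 10.89 and 10.82, 10.06 and 9.69, 7.30 and 7.41, 8.47 and 8.83, 10.10 and 10.05, and 6.26 and 6.66. Of the 34 genes past the test in CGN, in the fit that leaves both arrays out, 33 differed from HB2 to HB5 in the direction of the inhibitor, by a median of 0.915, which is the order that the titles and the authors' deposited comparison give. The descriptions give the reverse, which the 0.73 over the cholesterol list argues against, by a test chosen after the data were seen. That test cannot tell treatment from days in culture, which by the labels are also more for HB5 than for HB2. In this list HB2 lay past the arrays with DMSO by medians of 0.30 and 0.37 in the direction of the inhibitor, and HB5 past those with SGC0946 by 0.31 and 0.34, so that both read higher than arrays with the treatment of their titles. Both stay out of the comparisons because samples were placed by their labels before the data were examined.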
